# *Adnp*-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits

**DOI:** 10.1038/s41380-023-02129-5

**Published:** 2023-06-26

**Authors:** Heejin Cho, Taesun Yoo, Heera Moon, Hyojin Kang, Yeji Yang, MinSoung Kang, Esther Yang, Dowoon Lee, Daehee Hwang, Hyun Kim, Doyoun Kim, Jin Young Kim, Eunjoon Kim

**Keywords:** Neuroscience, Molecular biology

## Abstract

ADNP syndrome, involving the ADNP transcription factor of the SWI/SNF chromatin-remodeling complex, is characterized by developmental delay, intellectual disability, and autism spectrum disorders (ASD). Although *Adnp*-haploinsufficient (Adnp-HT) mice display various phenotypic deficits, whether these mice display abnormal synaptic functions remain poorly understood. Here, we report synaptic plasticity deficits associated with cognitive inflexibility and CaMKIIα hyperactivity in Adnp-HT mice. These mice show impaired and inflexible contextual learning and memory, additional to social deficits, long after the juvenile-stage decrease of ADNP protein levels to ~10% of the newborn level. The adult Adnp-HT hippocampus shows hyperphosphorylated CaMKIIα and its substrates, including SynGAP1, and excessive long-term potentiation that is normalized by CaMKIIα inhibition. Therefore, *Adnp* haploinsufficiency in mice leads to cognitive inflexibility involving CaMKIIα hyperphosphorylation and excessive LTP in adults long after its marked expressional decrease in juveniles.

## Introduction

ADNP (activity dependent neuroprotective protein) is a transcription factor of the SWI/SNF remodeling complex [1]. ADNP is widely expressed in various tissues in rodents and humans [2] and regulates various biological processes, including embryogenesis [3], brain development [4], chromatin architecture [5], gene expression [6, 7], alternative splicing [8], Wnt/β-catenin signaling [9], autophagy [10], microtubule processes [11], axonal transport [12], and dendritic spines and actin filaments [13–16].

*ADNP* mutations have been associated with various neurodevelopmental abnormalities, including congenital anomalies, intellectual disability (ID), and autism spectrum disorders (ASD) [17]. Thus, it has been proposed that *ADNP*-related neurodevelopmental deficits be collected under the term ‘ADNP syndrome’ (https://rarediseases.info.nih.gov/diseases/12931/adnp-syndrome) (Helsmoortel-Van der Aa syndrome (HVDAS), MIM: 615873) [18, 19]. *ADNP* is one of the most frequently mutated ASD-risk genes [17, 19–22], accounting for ~0.17% of ASD cases [19]. *ADNP* is among the most penetrant ASD-risk genes, together with *CHD8*, *SCN2A*, *FOXP1*, and *SHANK3* (59–88%) [22].

Previous studies in *Adnp*-mutant mice have provided substantial insights into the pathophysiology underlying ADNP syndrome. Mice with homozygous deletion of exons 3–5 of *Adnp* (Adnp^∆3–5^ KO mice) display embryonic lethality [4], while Adnp^∆3–5^ heterozygous-mutant mice (Adnp^∆3–5^ HT mice) survive and exhibit learning and memory impairments, sociability deficits, social memory deficits, and social communication deficits [13, 23, 24]. An *Adnp*-mutant mouse line harboring the patient-derived p.Tyr719* mutation (Adnp^p.Tyr718*^ mice) displays sexually differential behavioral phenotypes [16]. These *Adnp* mouse phenotypes are rescued by the NAP peptide, which corresponds to eight aa residues of ADNP (NAPVSIPQ; also known as davunetide or CP201) [13, 16, 23] and is known to act through microtubule end-binding proteins [14].

Despite this substantial progress in our understanding, it remains largely unclear how ADNP deficiency leads to brain dysfunctions. For instance, it is unclear whether and how ADNP deficiency leads to impaired synaptic functions. A recent study has shown that juvenile-stage *Adnp* knockdown in mice alters prefrontal synaptic transmission [25], but whether embryonic-stage *Adnp* knockout in mice alters synaptic transmission and plasticity remains unclear. In addition, *Adnp* mRNA levels are decreased by ~four folds in the human brain during newborn and adult stages (https://hbatlas.org/) [26]. It is possible that similar changes may occur in the mouse brain and thus that *Adnp* gene deletion in mice may induce differential impacts at different postnatal stages (newborn, juvenile, and adult).

Here, we report that ADNP expression at newborn stages is markedly decreased (by ~90%) at juvenile and adult stages. We also compared the transcriptomic, proteomic, synaptic, and behavioral phenotypes at juvenile and adult stages in a new mouse line carrying a heterozygous deletion of exon 5 of *Adnp*. The results indicate that juvenile locomotor hyperactivity switches to adult hypoactivity, anxiety, and impaired and inflexible learning and memory. Regarding synaptic signaling, long-term depression (LTD) in juvenile mutants persisted into adulthood, whereas long-term potentiation (LTP) newly appeared in adults. These age-differential changes in synaptic plasticity accompanied hyperphosphorylation of CaMKIIα at the Thr286 autophosphorylation site. In addition, the enhanced LTP was normalized by CaMKIIα inhibition. These results suggest that *Adnp* haploinsufficiency in mice leads to CaMKIIα hyperactivity and cognitive inflexibility in adults.

## Results

### Behavioral abnormalities in newborn, juvenile, and adult *Adnp*-mutant mice

As a way to explore ADNP functions in vivo, we first determined the expression patterns of *Adnp* mRNAs and ADNP proteins in the mouse brain. *Adnp* mRNAs were detected in both glutamatergic and GABAergic neurons of various brain regions, including the cortex and hippocampus (Supplementary Fig. 1a). The ADNP protein, revealed by X-gal staining of the ADNP-β-galactosidase fusion protein in the *Adnp*-mutant mice (see below), was present in nearly all mouse brain regions, with relatively weak signals in the cerebellum (Supplementary Fig. 1b). During postnatal stages, ADNP protein levels were decreased to ~10% of the newborn level at the juvenile stage (~postnatal day (P) 21) (Supplementary Fig. 2a).

We next analyzed *Adnp*-mutant mice lacking a large portion of exon 5 containing the majority of the open-reading frame and functional domains of this protein (MGI:5050866; Adnp^tm1a(KOMP)Wtsi^) (Supplementary Fig. 2b–d). *Adnp*-heterozygous mutant mice (Adnp-HT mice) showed normal Mendelian ratios and ADNP protein expression of ~60% of that in WT mice; in this, they differed from *Adnp*-homozygous mice, which were embryonically lethal (Supplementary Fig. 2e).

In a battery of behavioral tests, Adnp-HT pups (~P7; males and females mixed) emitted fewer ultrasonic vocalizations (USVs) when separated from their mothers (Supplementary Fig. 3a**;** see Supplementary Table 1 for statistical details), indicative of early postnatal behavioral deficits. At juvenile stages (~3 weeks; males), Adnp-HT males showed hyperactivity in the open-field test but spent normal amounts of time in the center region of the open-field arena, which is a measure of anxiety-like behavior (Supplementary Fig. 3b, c). These mice showed decreased social interaction in the juvenile play test but normal levels of repetitive behaviors (self-grooming, digging, and jumping) (Supplementary Fig. 3d, e). Female Adnp-HT juveniles showed behavioral changes that are similar to those observed in males except for normal social interaction (Supplementary Fig. 3f–i).

Adult Adnp-HT mice (~2–6 months; males) showed hypoactivity in the open-field test (Supplementary Fig. 4a), contrary to the juvenile hyperactivity. These mice also showed anxiety-like behaviors in open-field (center time), elevated plus-maze, and light-dark tests (Supplementary Fig. 4b–d), and therein differed from juvenile Adnp-HT mice (normal open-field center time). The adult mice also showed social abnormalities, including decreased direct social interaction and abnormally increased courtship USV duration, although repetitive behaviors were largely normal (Supplementary Fig. 4e–g). In the Morris water maze test, adult Adnp-HT mice performed poorly in both the initial and reversal learning/probe phases (Supplementary Fig. 4h–j), which is in line with the frequent intellectual disability observed in ADNP syndrome [17]. The deficit was stronger in the reversal phase relative to the initial phase. Female adult Adnp-HT mice showed similar behavioral deficits, including hypoactivity, moderate anxiety-like behaviors, social-interaction deficits, and Morris water maze deficits, as compared with male mice (Supplementary Fig. 4k–s).

Therefore, the juvenile hyperactivity in Adnp-HT mice evolves to adult hypoactivity and anxiety-like behavior, whereas the social deficits are persistently observed. In addition, male and female Adnp-HT mice show impaired spatial learning and memory, with stronger phenotypes in the reversal phase, suggesting the presence of cognitive inflexibility. The largely similar behavioral deficits in adult mutant males and females differ from the sexual dimorphism previously reported in other lines of Adnp-HT mice (Adnp^∆3–5^ HT and Adnp^p.Tyr718*^ KI) [16, 24]. This is likely to reflect the distinct nature of the mutations. That said, a male:female ratio of 6:4 has been reported for ADNP-related ASD, which is milder than the 4.3:1 ratio seen in general ASD [17, 19].

### Altered neuronal excitability and synaptic transmission in juvenile and adult Adnp-HT hippocampal neurons

We hypothesized that the above-described behavioral changes observed in juvenile and adult Adnp-HT mice might involve altered neuronal excitability and/or synaptic functions. To address these possibilities, we first determined neuronal excitability in the hippocampus of juvenile and adult Adnp-HT mice.

Compared to wild-type, juvenile Adnp-HT mice (males) displayed decreased neuronal excitability in hippocampal CA1 pyramidal neurons, as shown by a current-firing curve, whereas there was no change in other parameters of neuronal excitability (input resistance and Sag ratio) (Supplementary Fig. 5a–d).

When synaptic transmissions were measured, compared to wild-type, juvenile Adnp-HT mice displayed increased frequency but not amplitude of miniature excitatory postsynaptic currents (mEPSCs) in CA1 pyramidal neurons (Supplementary Fig. 5e). In addition, there was a decrease in the amplitude but not frequency of miniature inhibitory postsynaptic currents (mIPSCs) (Supplementary Fig. 5f). Together, these changes increased the ratio of excitatory to inhibitory synaptic transmissions.

When spontaneous EPSCs (sEPSCs) and IPSCs (sIPSCs) were measured in the absence of tetrodotoxin to allow network activity, there was no genotype-related difference (Supplementary Fig. 5g, h), suggesting that network activity normalized the above-described differences.

Adult Adnp-HT mice displayed a similar decrease in CA1 neuronal excitability, again without any change in the input resistance or Sag ratio (Supplementary Fig. 5i–l). These results indicate that both juvenile and adult mutant mice exhibit decreases in neuronal excitability. Contrary to the results from juvenile Adnp-HT mice, however, adult Adnp-HT mice displayed no alteration of mEPSCs, mIPSCs, sEPSCs, or sIPSCs (Supplementary Fig. 5m–p).

These results collectively suggest that: (1) neuronal excitability is persistently decreased at juvenile and adult stages; (2) juvenile Adnp-HT mice show an increased ratio of excitatory to inhibitory synaptic transmission that is normalized by network activity; and (3) adult Adnp-HT mice do not show altered synaptic transmission at excitatory or inhibitory synapses.

### Altered synaptic plasticity in juvenile and adult Adnp-HT hippocampal neurons

Given that Adnp-HT mice show suppressed learning and memory, we next tested if the Adnp-HT hippocampus displays alteration of evoked synaptic transmission and/or synaptic plasticity. Juvenile Adnp-HT mice displayed decreased paired-pulse facilitation at Schaffer collateral-CA1 (SC-CA1) synapses (Fig. 1a), suggestive of increased presynaptic release. In contrast, there was no genotype-related difference in evoked excitatory synaptic transmission, as shown by an input-output curve involving AMPA receptors (AMPARs), and postsynaptic receptor responses, as shown by the NMDA/AMPA ratio (ratio of NMDA receptor [NMDAR] to AMPAR-mediated EPSCs) (Fig. 1b, c).

**Fig. 1:**
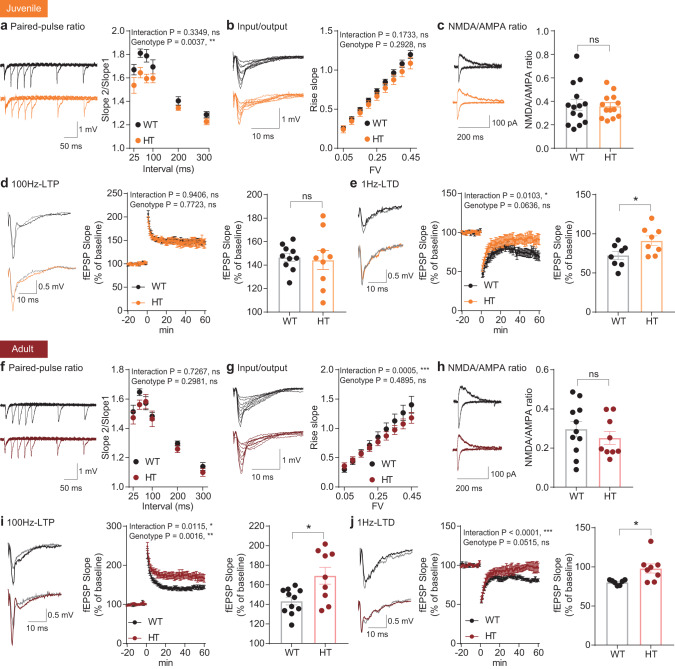
Altered synaptic plasticity in juvenile and adult Adnp-HT hippocampal neurons. **a** Decreased paired-pulse facilitation at hippocampal SC-CA1 synapses in juvenile Adnp-HT mice (~P21), as shown by slopes of fEPSPs (field excitatory postsynaptic potential) plotted against inter-stimulus intervals (*n* = 17 slices from 4 mice [WT], 17, 4 [HT], two-way RM-ANOVA). **b** Normal basal evoked excitatory synaptic transmission at juvenile Adnp-HT SC-CA1 synapses (~P21), as shown by an input-output curve plotting fEPSP amplitudes against fiber volley (FV) amplitudes (*n* = 14, 4 [WT], 12, 4 [HT], two-way RM-ANOVA). **c** Normal NMDA/AMPA ratios at juvenile Adnp-HT SC-CA1 synapses (~P21), shown by ratios of NMDAR- to AMPAR-mediated EPSCs (*n* = 14, 6 [WT], 13, 9 [HT], Student’s *t*-test). **d** Normal HFS-LTP at juvenile Adnp-HT SC-CA1 synapses (~P21). Gray, black, and orange colors in the voltage traces indicate baseline (in WT/HT), LTP (WT), and LTP (HT) synapses, respectively (*n* = 10, 5 [WT], 9, 6 [HT], two-way RM-ANOVA, Welch’s *t*-test (right, last 10 min)). **e** Suppressed LFS-LTD at juvenile Adnp-HT SC-CA1 synapses (~P21), (*n* = 8, 5 [WT], 8, 6 [HT], two-way RM-ANOVA with Bonferroni’s multiple comparison test, Student’s *t*-test [last 10 min]). **f** Normal paired-pulse facilitation at hippocampal SC-CA1 synapses in adult Adnp-HT mice (~4 months), as shown by fEPSP slopes plotted against inter-stimulus intervals (*n* = 11, 3 [WT], 9, 3 [HT], two-way RM-ANOVA). **g** Normal basal excitatory synaptic transmission at adult Adnp-HT SC-CA1 synapses (~4 months), indicated by the input-output curve of fEPSP amplitudes plotted against FV amplitudes. (*n* = 11, 3 [WT], 9, 3 [HT], two-way RM-ANOVA with Bonferroni’s multiple comparison test). **h** Normal NMDA/AMPA ratios at adult Adnp-HT SC-CA1 synapses (~2–3 months), shown by ratios of NMDAR- and AMPAR-EPSCs (*n* = 11, 7 [WT], 9, 6 [HT], Student’s *t*-test). **i** Enhanced HFS-LTP at adult Adnp-HT SC-CA1 synapses (3–4 months) (*n* = 11, 5 [WT], 9, 5 [HT], two-way RM-ANOVA with Bonferroni’s multiple comparison test, and Welch’s *t*-test (right, last 10 min)). **j** Suppressed LFS-LTD at adult Adnp-HT SC-CA1 synapses (3–4 months) (*n* = 7, 6 [WT], 8, 4 [HT], two-way RM-ANOVA, with Bonferroni’s multiple comparison test, and Student’s *t*-test [last 10 min]). Significance is indicated as *(<0.05), **(<0.01), ***(<0.001), or ns (not significant).

When synaptic plasticity was measured, long-term potentiation induced by high-frequency stimulation (HFS-LTP) was not altered at SC-CA1 synapses in the juvenile Adnp-HT hippocampus (Fig. 1d). Intriguingly, however, long-term depression induced by low-frequency stimulation (LFS-LTD) was decreased at mutant SC-CA1 synapses (Fig. 1e). Therefore, juvenile Adnp-HT CA1 pyramidal neurons showed selectively increased presynaptic release and decreased LTD.

In adult Adnp-HT mice, SC-CA1 synapses displayed normal paired-pulse stimulation levels, input-output curves, and NMDA/AMPA ratios (Fig. 1f–h), suggesting that the increased presynaptic release in juvenile neurons was spontaneously normalized at adult stages. Intriguingly, the mutant SC-CA1 synapses displayed abnormally enhanced HFS-LTP (Fig. 1i), which was not observed in mutant juveniles, and suppressed LFS-LTD (Fig. 1j), which was observed in mutant juveniles.

These results collectively suggest that: (1) presynaptic deficits in juvenile Adnp-HT mice are normalized at adult stages; (2) the suppressed LTD in juvenile mutants persists into adulthood; and (3) enhanced LTP newly emerges in mutant adults.

### Synapse-related transcriptomic changes in Adnp-HT adults

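Hippocampal RNA was sequenced from 20 mice, 5 labelled Adnp-HT and 5 labelled WT at each of 2 ages, juvenile (3 weeks) and adult (4 months). The authors estimated transcript abundance with Salmon on the mouse genome GRCm38, combined it per gene with tximport and deposited DESeq2-normalized read counts for 19258 genes. The normalized counts of each mouse summed to 31893000 to 32683300 in all 20 libraries. Because these values were already normalized, the sequencing depth behind them is unknown and no counting error is given. Genotypes were compared at each age with limma on log2(normalized count + 1), for genes with a mean of at least 10 over the 10 mice of that age, and p-values were adjusted by the Benjamini-Hochberg method. The labels of the juvenile mice gave postnatal days from 20 to 22, and for Adnp-HT replicates 3 and 5 the labels and the column names of the deposited values gave days 20 and 21 in opposite order.

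*Adnp* (ENSMUSG00000051149), the targeted gene, lies on chromosome 2 of GRCm38 from 168180986 to 168207112. Its exon 5, from 168180986 to 168185172 in transcript Adnp-201, is also exon 12 of *Gm20716*, an annotated transcript that joins exons of *Adnp* to exons of its neighbour *Dpm1*. The deposited values are 1 per gene, so reads from exon 5 alone were not analysed here. The normalized count of *Adnp* was 2415 ± 208 (SD, n = 5) in the juvenile libraries labelled Adnp-HT and 2212 ± 23.0 (SD, n = 5) in juvenile WT libraries (two-sided exact permutation test, p = 0.0476). In adults it was 2571 ± 174 (SD, n = 5) against 2154 ± 179 (SD, n = 5; exact permutation test, p = 0.0159). *Adnp* was thus 109% and 119% of its WT value, which goes against the labels, so the mice are described as the libraries labelled Adnp-HT wherever a direction is drawn. The log2 fold changes were 0.12 (standard error 0.053, adjusted p = 0.542 from limma) in juveniles and 0.26 (standard error 0.061, adjusted p = 0.0913) in adults. Among the alternatives tried, leaving out single mice moved the juvenile value most, from 0.08 to 0.17.

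*Gm20716* (ENSMUSG00000093752) and *Dpm1* (ENSMUSG00000078919), chosen after their values were seen because their exons overlap, moved in opposite directions, and the authors' counting could have split reads between the 3 genes. *Gm20716* was 84.5% of WT in juveniles (exact permutation test, p = 0.0159) and 63.7% in adults (exact permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). *Dpm1* was 152% of WT in juveniles and 164% in adults. The sum of *Adnp* and *Gm20716*, the genes that hold exon 5, was 95.4% of WT in juveniles (exact permutation test, p = 0.0159) and 89.4% in adults (exact permutation test, p = 0.00794), lower in the direction of the labels. The sum of the 3 genes was 101% of WT in juveniles (exact permutation test, p = 0.579) and 97.9% in adults (exact permutation test, p = 0.341).

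**Figure D1:**
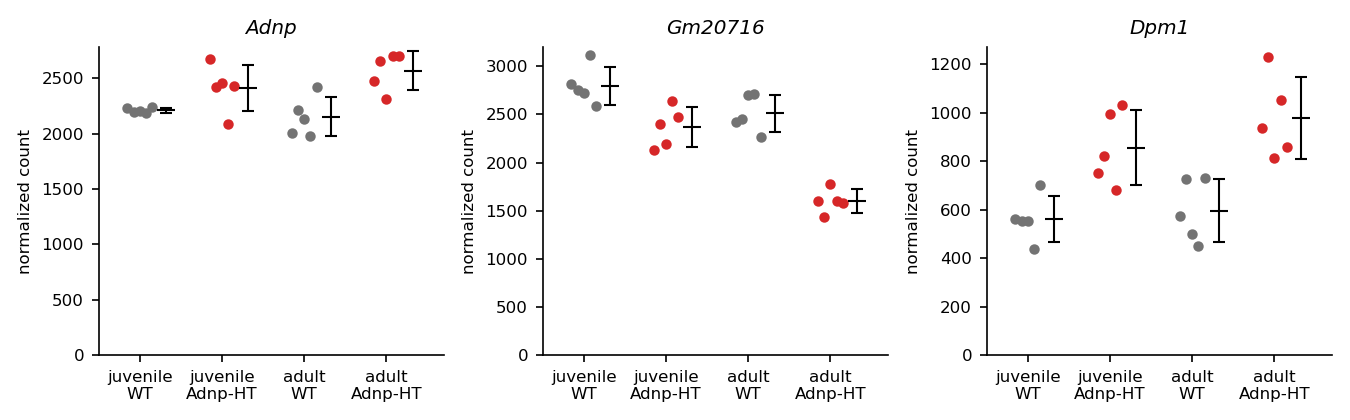
Normalized counts of *Adnp*, *Gm20716* and *Dpm1* in each of the 20 mice, by age and genotype label (points), with the mean and SD of each group (bars). The group means of *Adnp* and *Dpm1* are higher, and that of *Gm20716* lower, in the libraries labelled Adnp-HT than in WT libraries at both ages, and in juveniles 1 library labelled Adnp-HT has a lower *Adnp* value than every WT library.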

To explore the mechanisms underlying juvenile and adult mutant mouse phenotypes in an unbiased manner, and considering that ADNP is a transcription factor, we next performed RNA-Seq analyses of the mutant hippocampus (Supplementary Table 2).

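Of 17474 genes tested in juveniles, 67 had an adjusted p-value under 0.05, and of 17606 genes tested in adults, 112 did. Without adjustment, 1495 juvenile and 2007 adult genes had a p-value under 0.05. The values of the libraries labelled Adnp-HT and of the WT libraries did not overlap for 64 of the 67 juvenile and 108 of the 112 adult DEGs, where 0.794% of splits would separate a gene by chance. That share holds for a gene not chosen by its p-value, and DEGs are chosen on the same mice, so the separation is no further evidence. The median absolute log2 fold change of the DEGs was 0.80 in juveniles and 0.41 in adults, and the median over all genes tested was −0.001 and −0.004. Leaving out 1 mouse at a time gave from 26 to 59 juvenile and from 41 to 135 adult DEGs. Of the genes that Supplementary Table 3 lists, 159 juvenile and 209 adult genes were tested, and each changed in the direction that the table gives. Adjusted over all genes tested, 51 of the 159 and 95 of the 209 had an adjusted p-value under 0.05. Adjusted over the listed genes alone, 159 and 209 did, a count that shows no stability because the list was called on the same mice.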

The numbers of differentially expressed genes (DEGs; *p* < 0.05) were similar in juvenile and adult Adnp-HT transcriptomes (161 vs. 213) (Fig. 2a, b and Supplementary Table 3). 

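Among the 17132 genes tested at both ages, 65 were juvenile DEGs and 110 were adult DEGs, and 24 were both, where 0.417 would be shared by chance (two-sided Fisher's exact test, p = 5.3e-37). The shared genes made up 36.9% of the juvenile and 21.8% of the adult DEGs. All 24 changed in the same direction at the 2 ages, 23 higher and 1 lower in the libraries labelled Adnp-HT. The lower gene was *Grin3a*, an NMDA receptor subunit, with log2 fold changes of −0.37 in juveniles and −0.43 in adults. With all 20 mice in a single fit, 51 genes were shared, and limma without the trend gave 11. Leaving out 1 mouse at a time gave from 11 to 27 shared genes. Across those fits the shared genes were 26.2% to 45.2% of the juvenile and 10% to 42.5% of the adult DEGs. Across all genes tested at both ages, the log2 fold changes of juveniles and adults were weakly correlated (Spearman's rho = 0.222 across genes, which are not independent replicates).

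**Figure D2:**
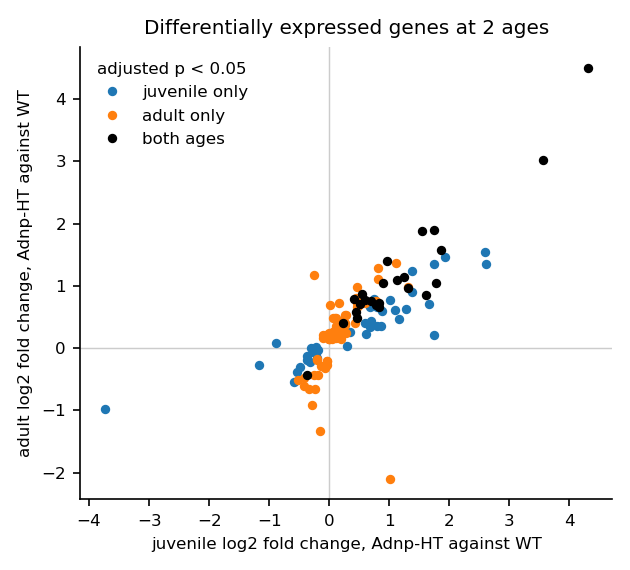
Log2 fold changes between the libraries labelled Adnp-HT and WT libraries in juveniles (x axis) and adults (y axis) for genes with an adjusted p-value under 0.05 at either age and tested at both, coloured by the age or ages at which they passed. The 24 genes that passed at both ages have the same sign at the 2 ages.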

The DEGs shared by the juvenile and adult Adnp-HT transcriptomes comprised ~30% of juvenile DEGs and ~25% of adult DEGs. 

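In the libraries labelled Adnp-HT, 50 juvenile DEGs were higher and 17 lower, and 93 adult DEGs were higher and 19 lower. Higher genes were therefore 74.6% of the juvenile and 83.0% of the adult DEGs, and the ratio of higher to lower genes was 2.94 and 4.89. With quantile normalization between samples in place of the authors' scaling, these shares were 75.8% and 84.7%. When single mice were left out, the share ran from 73.6% to 86.0% in juveniles and from 82.2% to 92.7% in adults. With all 20 mice in a single fit, 77 juvenile genes were higher and 33 lower, and 151 adult genes were higher and 37 lower. The juvenile share depended on which genes passed the threshold. Among the tested juvenile genes of Supplementary Table 3, 37 of 87 higher and 14 of 72 lower genes passed. In adults, 80 of 174 higher and 15 of 35 lower genes did.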

While juvenile DEGs were composed of similar proportions of up- and downregulated DEGs (89 vs. 72), adult DEGs were more strongly upregulated (~ 5-fold; 178 vs. 35).

**Fig. 2:**
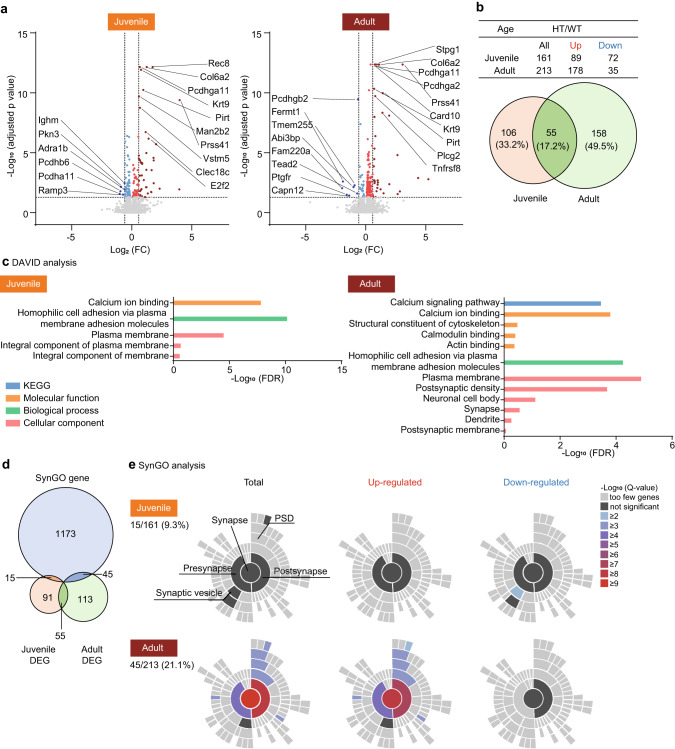
Synapse-related transcriptomic changes in the Adnp-HT juvenile and adult hippocampus as revealed by DEG analyses. **a** Volcano plots of DEGs (adjusted *p* < 0.05; light red/blue) in adult and juvenile Adnp-HT transcripts. Stroger DEGs with significant changes in *p* values and fold changes (FCs; threshold >1.5) are indicated in darker red/blue colors. **b** Numbers of up/downregulated DEGs in adult and juvenile Adnp-HT transcripts shown in the tables and Venn diagrams. **c** DAVID analyses of DEGs in adult and juvenile Adnp-HT transcripts, in domains of KEGG (Kyoto encyclopedia of genes and genomes), cellular component, biological process, and molecular function. **d** Venn diagrams showing the overlap between juvenile and adult Adnp-HT DEGs and SynGO genes. **e** SynGO analyses of DEGs in juvenile and adult Adnp-HT transcripts. Note that significant enrichment is observed only in upregulated adult DEGs, where postsynaptic enrichment is stronger than presynaptic enrichment.

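A change of more than 1.5-fold together with an adjusted p-value under 0.05 was seen for 44 juvenile genes, 40 higher and 4 lower in the libraries labelled Adnp-HT, and for 42 adult genes, 35 higher and 7 lower. *Prss41* (ENSMUSG00000024114) rose from 2.15 ± 0.634 to 36.0 ± 6.54 normalized counts in juveniles (SD, n = 5 per genotype), a log2 fold change of 3.56 (standard error 0.27, adjusted p = 3.1e-05 from limma). In adults it rose from 8.40 ± 4.23 to 70.2 ± 18.2 normalized counts (SD, n = 5 per genotype), a log2 fold change of 3.02 (standard error 0.33, adjusted p = 7.5e-04 from limma). Its values depend on the pseudocount, and with 0.1 in place of 1 the juvenile log2 fold change was 4.03. *Rec8*, *Col6a2*, *Pirt* and *Krt9* also rose at both ages, with juvenile log2 fold changes of 1.78, 1.24, 0.96 and 0.78 and adult log2 fold changes of 1.04, 1.14, 1.41 and 0.70. The largest increase was that of *E230025N22Rik* (ENSMUSG00000044719), from 0.503 to 26.6 normalized counts in juveniles and from 2.05 to 55.9 in adults, with log2 fold changes of 4.31 (adjusted p = 1.0e-04) and 4.50 (adjusted p = 3.8e-04). The lowest WT value of this gene was 0 at both ages, so the size of its log2 fold changes also depends on the pseudocount. Among DEGs whose groups do not overlap, the largest decreases were those of *Olfr46* (−1.18, adjusted p = 0.0332) in juveniles and of *AC166748.2* (−2.26, adjusted p = 0.0117) in adults. The call of *Olfr46* was lost in 9 of the 10 fits that left out 1 mouse. That of *AC166748.2* was kept in each of the 8 such fits in which it was tested.

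All 10 genes labelled as higher in each volcano plot of Fig. 2a were higher in the libraries labelled Adnp-HT with an adjusted p-value under 0.05. Of the 6 genes labelled as lower in juveniles, *Pkn3* fell by 0.88 on the log2 scale (adjusted p = 0.0299). The others were also lower but did not pass the threshold, namely *Ighm* (−0.57, adjusted p = 0.0672), *Adra1b* (−0.59, adjusted p = 0.0687), *Pcdhb6* (−0.97, adjusted p = 0.123), *Pcdha11* (−1.06, adjusted p = 0.15) and *Ramp3* (−0.67, adjusted p = 0.147). Of the 7 genes labelled as lower in adults, *Pcdhgb2* (−0.65, adjusted p = 9.9e-04), *Fam220a* (−2.09, adjusted p = 0.0481) and *Capn12* (−1.33, adjusted p = 0.0301) passed. *Fermt1* (−1.66, adjusted p = 0.0724), *Abi3bp* (−1.04, adjusted p = 0.0565), *Tead2* (−0.70, adjusted p = 0.0707) and *Ptgfr* (−1.39, adjusted p = 0.125) did not. The calls of *Fam220a*, *Capn12* and *Pkn3* were lost when most single mice were left out, in 9, 9 and 8 of 10 fits.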

DAVID analyses of juvenile DEGs revealed enrichment for gene ontology (GO) functions associated with homophilic cell adhesion and calcium ion binding (Fig. 2c), suggestive of altered synaptic development and function at juvenile stages. 

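Clustered protocadherins are cell adhesion proteins encoded by tandem genes on chromosome 18, and 57 of these genes were tested. Among the 67 juvenile DEGs, 4 were clustered protocadherins, where 0.219 would be by chance (one-sided Fisher's exact test over the 17474 genes tested, p = 6.7e-05, adjusted p = 5.4e-04 over 16 tests of 8 gene sets at 2 ages). *Pcdhga11* (log2 fold change 0.69, standard error 0.069, adjusted p = 3.0e-04 from limma) and *Pcdhga2* (0.55, standard error 0.080, adjusted p = 0.00844) were higher in the libraries labelled Adnp-HT. *Pcdhga7* (−0.54, standard error 0.080, adjusted p = 0.00964) and *Pcdhga10* (−0.58, standard error 0.098, adjusted p = 0.0208) were lower. The gamma genes share their 3′ exons, so the authors' counting could have split reads between them, and each is uncertain on its own. All 4 DEGs are gamma genes, and Fisher's exact test counts them as independent, so its p may be too small. The summed normalized count of the 22 gamma genes was 21253 ± 545 in juvenile libraries labelled Adnp-HT and 21219 ± 811 in WT libraries (SD, n = 5 per genotype; exact permutation test, p = 0.952). As a set, the 57 genes were negatively enriched in juveniles by the gene permutation test (normalized enrichment score −2.37, adjusted p = 0.00821), with 27 genes higher and 30 lower, and this passed in each of the 10 fits that left out 1 mouse but not with limma's camera test (adjusted p = 0.147). The score of the set in single mice was lower by −0.075 on the log2 scale (SD 0.047 in libraries labelled Adnp-HT and 0.050 in WT libraries, n = 5 each; exact permutation test, p = 0.0476, adjusted p = 0.321).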

Adult Adnp-HT DEGs were similarly enriched for GO functions such as homophilic cell adhesion, calcium ion binding, and calcium signaling, and, notably, for postsynaptic density and synapse, a term that was not detected in juvenile DAVID analysis.

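In adults, 9 of the 112 DEGs were clustered protocadherins, 7 higher and 2 lower in the libraries labelled Adnp-HT, where 0.363 would be by chance (one-sided Fisher's exact test over 17606 genes, p = 8.6e-11, adjusted p = 1.4e-09). The largest changes were those of *Pcdhga2* (log2 fold change 0.86, standard error 0.077, adjusted p = 2.7e-04 from limma) and *Pcdhga11* (0.76, standard error 0.057, adjusted p = 6.3e-05). The 7 higher genes had log2 fold changes from 0.39 (*Pcdhb17*) to 0.86, and the lower genes were *Pcdhgb2* and *Pcdhga9* (−0.51, adjusted p = 0.0172). Several of the 9 are gamma genes that can share reads, so the p of Fisher's exact test may be too small here as well. Summed over the 22 gamma genes, the normalized count was 23734 ± 697 in the libraries labelled Adnp-HT and 22519 ± 465 in WT libraries (SD, n = 5 per genotype; exact permutation test, p = 0.0238). Of 45 genes for glutamate receptors and postsynaptic scaffolds, which are located at the postsynaptic density, 2 were adult DEGs, where 0.286 would be by chance (one-sided Fisher's exact test, p = 0.0332, adjusted p = 0.133). These were *Camk2a*, which was higher, and *Grin3a*, which was lower. In juveniles, *Grin3a* was the only DEG among the 45 (expected 0.173, exact test p = 0.159, adjusted p = 0.424). A direct test of whether the number of such genes differed between the ages was not made.

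**Figure D3:**
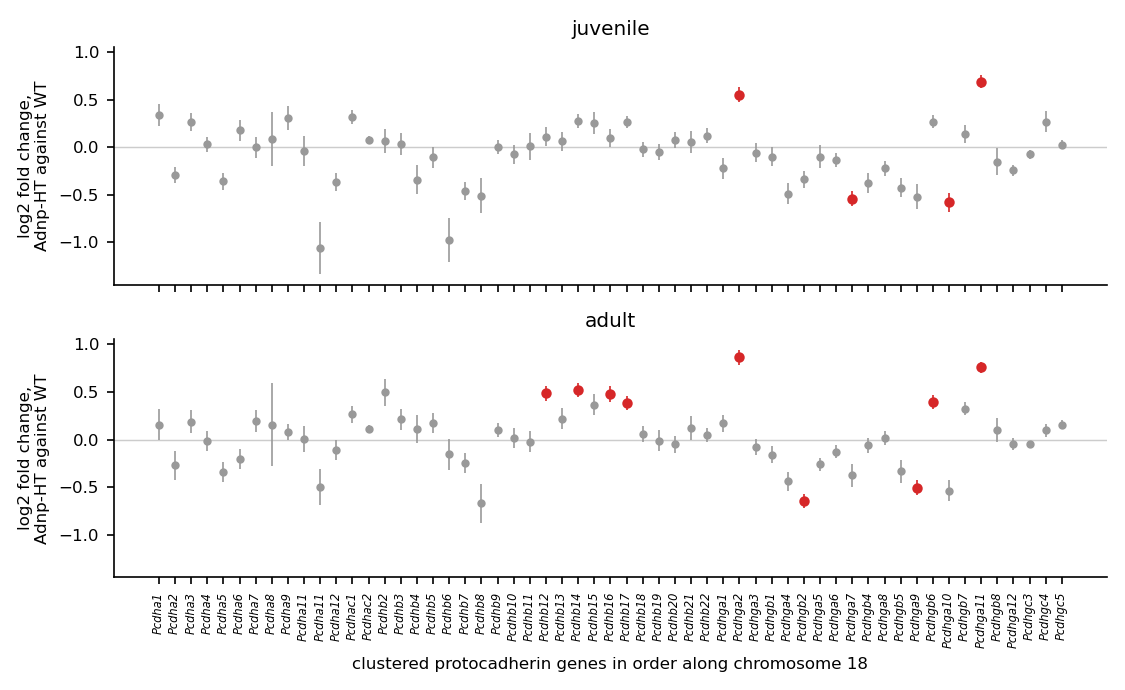
Log2 fold changes (points) and standard errors (bars) of the clustered protocadherin genes between the libraries labelled Adnp-HT and WT libraries in juveniles (top) and adults (bottom), in order along chromosome 18, with genes of adjusted p-value under 0.05 in red. Red points lie on both sides of 0 at both ages.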

Portions of both juvenile and adult Adnp-HT DEGs overlapped with SynGO (synaptic GO) genes [27] (Fig. 2d). However, significant SynGO enrichment was observed only in the upregulated adult DEGs but not in the downregulated adult DEGs or up/downregulated juvenile DEGs, where postsynaptic enrichment was stronger than presynaptic enrichment (Fig. 2e).

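Enrichment was computed as the paper's methods describe for GSEA, with genes ranked by signed fold change times 1/p, the classic running sum and 1000 permutations of genes. The collections of the C5 database were not used here, so 8 gene sets named after the paper's clusters were defined by gene symbols before the values were examined, and 10 ASD-related sets were taken from Supplementary Table 5. The 36 tests of 18 sets at 2 ages were adjusted together by the Benjamini-Hochberg method, and 17 had an adjusted p-value under 0.05, 8 in juveniles (3 positive and 5 negative) and 9 in adults (6 positive and 3 negative). De Novo Missense and De Novo Variants hold the same genes in the part that could be read. Their positive adult result is therefore counted for each of them. Limma's camera test, which allows for correlation between the genes of a set, moved this number most, to 6. Permuting genes does not measure the variation between mice, so each set was also scored in each mouse as the mean log2 value of its genes and compared by exact permutation of the mice. None of the 36 scores passed after adjustment, with a lowest adjusted p of 0.143, although at least 6 sets at the smallest p would have been needed for any to pass, and 2 juvenile and 0 adult sets reached the smallest unadjusted p that 5 mice against 5 allow. Adjusted within juveniles, 11 of the 16 splits of the mice that part the same-numbered animals, the real one included, gave as many sets as the real split.

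In juveniles, the 45 glutamate receptor and postsynaptic scaffold genes were negatively enriched in the libraries labelled Adnp-HT, with a normalized enrichment score (NES) of −3.08 (adjusted p = 0.00821), and 36 of the 45 genes were lower. Their score was lower by −0.062 on the log2 scale (SD 0.036 in libraries labelled Adnp-HT and 0.027 in WT libraries, n = 5 each; exact permutation test, p = 0.0159, adjusted p = 0.19). Of 100 splits of the juvenile mice, the real one included, 7 gave an NES as far from 0. The 42 collagen genes, major components of the extracellular matrix, had an NES of 1.35 (adjusted p = 0.151), with 21 genes higher and 21 lower. *Col6a1*, *Col6a2* and *Col6a4* were juvenile DEGs and were all higher (one-sided Fisher's exact test for collagen genes among DEGs, p = 5.6e-04, adjusted p = 0.00299).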

In gene set enrichment analysis (GSEA), which uses all transcripts (ranked by *p* value) to identify small but coordinated transcriptomic changes, juvenile Adnp-HT transcripts were moderately and negatively associated with gene sets associated with receptor protein complexes and extracellular matrix in the cellular component (CC) domain, as shown by clustering of enriched gene sets using Cytoscape EnrichmentApp (Fig. 3a, Supplementary Fig. 6, Supplementary Table 4). Juvenile Adnp-HT transcripts were also moderately and positively enriched for mitochondria- and ribosome-related gene sets.

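The 83 oxidative phosphorylation subunits had an NES of 2.65 in juveniles (adjusted p = 0.00821), with 54 genes higher and 29 lower in the libraries labelled Adnp-HT. Their median log2 fold change was 0.019. Of 100 splits of the juvenile mice, the real one included, 52 gave an NES as far from 0. The score of the set in single mice was 0.012 ± 0.066 in libraries labelled Adnp-HT and −0.012 ± 0.048 in WT libraries (SD, n = 5 each), a difference within the spread between mice (exact permutation test, p = 0.524). The 78 mitochondrial ribosomal proteins had an NES of 1.70 (adjusted p = 0.0487), which passed the threshold in 4 of the 10 fits that each left out 1 mouse. Cytosolic ribosomal proteins (83 genes) had an NES of 1.46 (adjusted p = 0.135), and leaving out 1 mouse at a time moved it from −1.77 to 3.50, so its direction depended on single mice.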

**Fig. 3:**
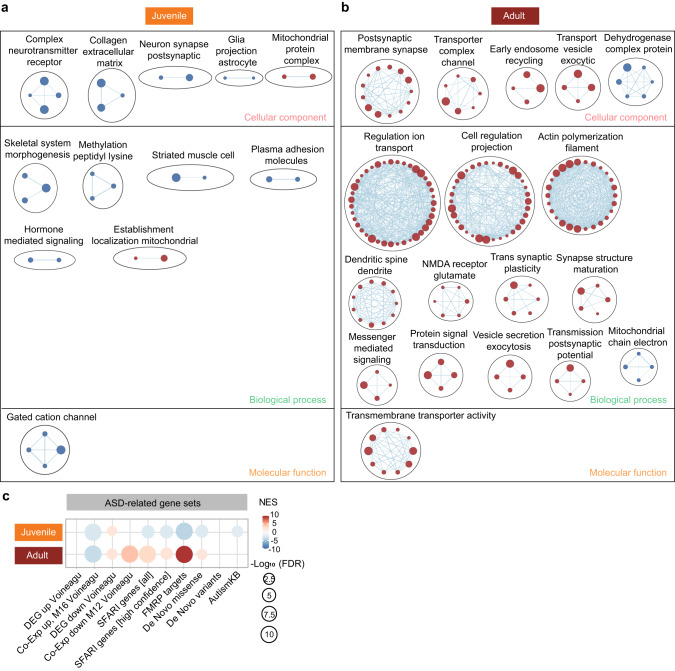
Synapse- and ASD-related transcriptomic changes in the Adnp-HT juvenile and adult hippocampus, as revealed by GSEA. GSEA results for juvenile (**a**) and adult (**b**) Adnp-HT transcripts using the gene sets in the cellular component (CC), biological process (BP), and molecular function (MF) domains of the C5 database (https://www.gsea-msigdb.org), as shown by enriched gene set clustering performed using Cytoscape EnrichmentMap App (https://cytoscape.org). The size of each node/circle indicates the number of genes in the gene set. The blue and red colors of the nodes indicate negative and positive enrichments, respectively. As the transcriptomic changes are stronger in adults than in juveniles, we show all the positive clusters for juveniles but only those with more than four gene sets for adults. **c** GSEA results for juvenile and adult Adnp-HT transcripts using ASD-related gene sets (DEG Up, Co-Exp Up M16, DEG Down, and Co-Exp Down M12), ASD-risk gene sets (SFARI, FMRP target, De Novo Missense, De Novo Variants, and AutismKB).

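In adults, the 45 glutamate receptor and postsynaptic scaffold genes had an NES of 2.39 (adjusted p = 0.00821), with 30 genes higher and 15 lower in the libraries labelled Adnp-HT and a median log2 fold change of 0.047. Quantile normalization between samples, in place of the authors' scaling, lowered the NES to 1.21, which did not pass the threshold. The set passed with limma's camera test (adjusted p = 0.0158) and in each of the 10 fits that left out 1 mouse. Its call thus depended on the normalization. The score of the set in single mice differed by 0.011 on the log2 scale between genotypes, less than its SD of 0.032 in libraries labelled Adnp-HT and 0.037 in WT libraries (n = 5 each; exact permutation test, p = 0.619). Of 100 splits of the adult mice, the real one included, 9 gave an NES as far from 0. The difference between the ages was tested directly by ranking genes by the interaction of genotype and age over all 20 mice, with adjustment over 18 sets. It gave an NES of 3.13 (adjusted p = 0.00622). Of 100 splits of the mice within both ages, the real one included, 4 gave a score as far from 0. These splits only exchanged genotypes between same-numbered mice, and 512 such splits exist. The score in single mice was lower by −0.062 in juveniles (exact permutation test, p = 0.0159, adjusted p = 0.19) and higher by 0.011 in adults. Most of the difference in this score thus lay in juveniles. For all 18 adult sets together, adjusted within adults, 5 of the 16 splits that part the same-numbered animals gave as many sets past the threshold as the real one.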

Contrary to the juvenile patterns, GSEA of adult Adnp-HT transcripts indicated strong positive enrichments for synapse-related gene sets of the CC domain, such as the ‘neuron-to-neuron synapse’, ‘postsynaptic membrane’, and ‘glutamatergic synapse’ gene sets (Fig. 3b and Supplementary Fig. 6). 

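The 84 oxidative phosphorylation subunits tested in adults had an NES of −3.01 (adjusted p = 0.00821), with 63 genes lower and 21 higher in the libraries labelled Adnp-HT. Their median log2 fold change was −0.032, and the score of the set in single mice was lower by −0.056 on the log2 scale (SD 0.050 in libraries labelled Adnp-HT and 0.036 in WT libraries, n = 5 each; exact permutation test, p = 0.0952). Cytosolic ribosomal proteins had an NES of −2.43 (adjusted p = 0.00821) and mitochondrial ribosomal proteins an NES of −2.03 (adjusted p = 0.026, and −1.42 without passing the threshold after quantile normalization). In single mice, neither ribosomal set differed by more than the spread between mice (exact permutation tests, p = 0.397 and p = 0.286). For the difference between ages, tested over all 20 mice, the NES was −3.31 for oxidative phosphorylation subunits (adjusted p = 0.00622), −2.34 for cytosolic (adjusted p = 0.00945) and −2.02 for mitochondrial ribosomal proteins (adjusted p = 0.00622, and −1.30 without passing after quantile normalization, adjusted p = 0.285). Of 100 splits of the mice within both ages, 42 gave a score for oxidative phosphorylation subunits as far from 0 as the real split. For the adult score of this set on its own, 33 of 100 splits of the adult mice did.

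**Figure D4:**
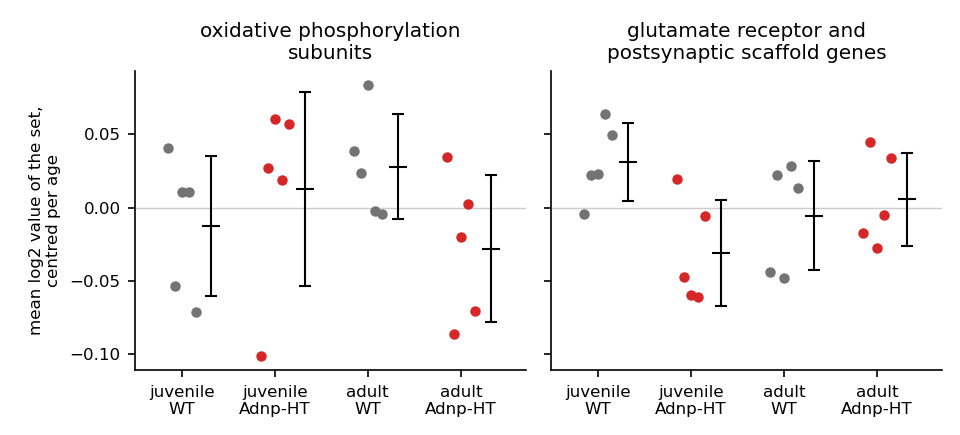
Mean log2 value of the oxidative phosphorylation subunits and of the glutamate receptor and postsynaptic scaffold genes in each mouse, centred within each age (points), with the mean and SD of each group (bars). The groups overlap in each panel.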

Adult Adnp-HT transcripts were also negatively enriched for mitochondria/ribosome-related gene sets, which again contrasted with the juvenile patterns.

GSEAs of juvenile and adult Adnp-HT transcripts using the gene sets of the biological process (BP) and molecular function (MF) domains yielded largely dissimilar results, with synapse/ion transport-related gene upregulations being observed in adults (i.e., ‘regulation of synaptic plasticity’ and ‘trans-synaptic plasticity’ in the BP domain) (Fig. 3a, b and Supplementary Fig. 6). 

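Voltage-gated calcium channel genes, a set of 24 genes in adults and 25 in juveniles, had an NES of 2.16 in adults (adjusted p = 0.00821) and −1.05 in juveniles (adjusted p = 0.439). Voltage-gated potassium channel genes, a set of 37, had an NES of 1.66 in adults (adjusted p = 0.069) and −1.97 in juveniles (adjusted p = 0.0199). The juvenile potassium channel result passed in 3 of the 10 fits that each left out 1 mouse. In the test of the difference between ages, the NES was 1.88 for calcium channels (adjusted p = 0.0205) and 1.73 for potassium channels (adjusted p = 0.052). For scores in single mice, the lowest p of these comparisons was that of adult calcium channels (0.055 higher on the log2 scale, exact permutation test, p = 0.0714). *Cacna1h* and *Kcns2* were the only adult DEGs of the sets.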

The strong positive enrichment of adult Adnp-HT transcripts for ‘regulation of ion transport’ function (BP) was mainly supported by calcium-related transmembrane and signaling proteins, including voltage-gated calcium channel subunit (*Cacna1h*), calcium release-activated calcium modulator 2 (*Orai2*), glutamate ionotropic receptor NMDA type subunit associated protein 1 (*Grina*), phosphoinositide interacting regulator of transient receptor potential channels (*Pirt*), ryanodine receptor 1 (*Ryr1*), phospholipase Cγ2 (*Plcg2*), neuron-specific calcium-binding protein hippocalcin (*Hpca*), and calcium-calmodulin kinase IIα (*Camkiia*).

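In adults, *Pirt* had a log2 fold change of 1.41 (standard error 0.16, adjusted p = 8.6e-04 from limma) and *Plcg2* of 0.78 (standard error 0.084, adjusted p = 6.8e-04). The changes of *Hpca* (0.28, standard error 0.032, adjusted p = 0.00118), *Camk2a* (0.17, standard error 0.027, adjusted p = 0.0127) and *Cacna1h* (0.20, standard error 0.041, adjusted p = 0.0481) were smaller. In normalized counts, *Hpca* was 50135 ± 1683 against 41416 ± 1345 in WT libraries and *Camk2a* was 144745 ± 3135 against 128246 ± 3014 (SD, n = 5 per genotype). *Orai2* (0.17, standard error 0.038, adjusted p = 0.0669), *Grina* (0.13, standard error 0.027, adjusted p = 0.0502) and *Ryr1* (0.36, standard error 0.080, adjusted p = 0.0677) did not pass the threshold. For each of the 8 genes, every adult library labelled Adnp-HT had a higher value than every adult WT library (exact permutation test, p = 0.00794), which is no independent test because the paper called these genes on the same mice. The call of *Cacna1h* was lost in each of the 10 fits that left out 1 mouse and in 4 of the 8 other alternatives. That of *Camk2a* was kept in the 10 fits and lost in 3 of the 8 other alternatives, quantile normalization among them. In juveniles, *Pirt* was higher by 0.96 (adjusted p = 4.7e-04) and *Plcg2* by 0.41 (adjusted p = 0.0247, lost in 8 of the 10 fits that left out 1 mouse), and none of the other 6 genes passed. Their log2 fold changes ran from −0.11 (*Cacna1h*) to 0.15 (*Ryr1*), and that of *Camk2a* was −0.037, or 0.045 after quantile normalization. The difference between ages had an unadjusted limma p of 3.7e-04 for *Camk2a*, 5.8e-04 for *Grina*, 6.0e-04 for *Orai2* and 8.6e-04 for *Cacna1h*. None of the 8 genes passed after adjustment over all genes (lowest adjusted p = 0.369).

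**Figure D5:**
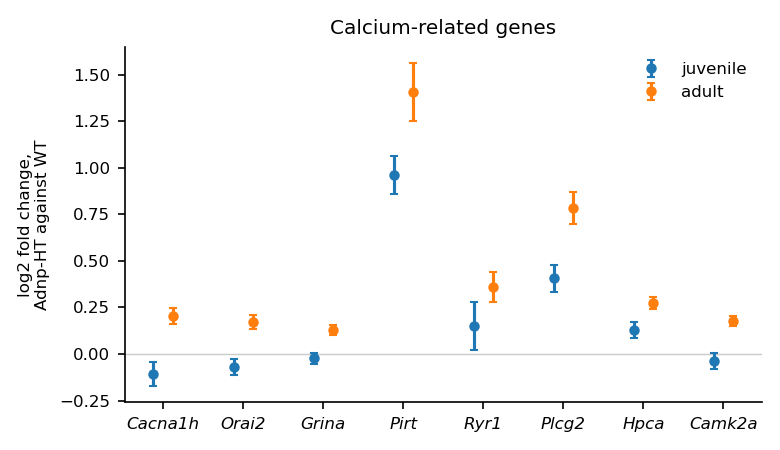
Log2 fold changes (points) and standard errors (bars) of the 8 calcium-related genes between the libraries labelled Adnp-HT and WT libraries in juveniles and adults. All 8 adult values lie above 0.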

These DEG and GSEA results collectively suggest that adult Adnp-HT transcripts are strongly associated with synapse-related functions.

### ASD-related transcriptomic changes in Adnp-HT juveniles and adults

Previous studies have identified many ASD-related/risk genes [28–30]. In GSEAs performed using these ASD-related/risk gene sets (Supplementary Table 5), juvenile Adnp-HT transcripts showed mixed changes that are consistent with and opposite to those occurring in ASD (termed ASD-like and reverse-ASD, respectively). 

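Supplementary Table 5, as it could be read, lists the first 49 genes of each ASD-related set, and 43 to 49 of them were tested, so the scores describe these parts of the sets. De Novo Missense and De Novo Variants list the same genes in that part and give the same values. In juveniles, negative enrichment in the libraries labelled Adnp-HT passed the threshold for SFARI genes, both all (NES −1.89, adjusted p = 0.0199) and high-confidence (NES −1.84, adjusted p = 0.0445). The call was lost in 7 and 8 of the 10 fits that each left out 1 mouse. Of 45 SFARI genes, 31 were lower, and the score of the set in single mice was lower by −0.041 on the log2 scale, in each library labelled Adnp-HT (exact permutation test, p = 0.00794, adjusted p = 0.143). Negative enrichment did not pass for De Novo Missense (NES −1.72, adjusted p = 0.0549), AutismKB (NES −1.42, adjusted p = 0.14) or FMRP targets (NES −1.25, adjusted p = 0.211).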

The ASD-like changes found in mutant juveniles included negative enrichments for ASD-risk gene sets such as SFARI (all and high-confidence) [28], FMRP targets [31, 32], De Novo Missense (protein-disrupting or missense rare de novo variants) [31, 33], and AutismKB (Autism KnowledgeBase) [34, 35], which tend to be downregulated by various ASD-related mutations (Fig. 3c and Supplementary Table 4). However, there were some reverse-ASD changes, including negative enrichment of genes upregulated in ASD (Co-Exp Up M16) [31, 36] and positive enrichment of genes downregulated in ASD (DEG Down) [31, 36].

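DEG Down had an NES of 1.78 in juveniles (adjusted p = 0.0487), with 30 genes higher and 17 lower in the libraries labelled Adnp-HT. Its score in single mice was higher by 0.044 on the log2 scale (SD 0.019 in each genotype, n = 5 each; exact permutation test, p = 0.00794, adjusted p = 0.143). The enrichment was lost with 5 of the 10 mice left out in turn, with genes of a mean of at least 100, with ranking by the moderated t, with limma's camera test and after quantile normalization, where the NES was 1.82. Co-Exp Up M16 had an NES of −1.50 (adjusted p = 0.1), with 29 of 44 genes lower. For DEG Up and Co-Exp Down M12, with NES of −0.84 (adjusted p = 0.731) and 0.66 (adjusted p = 0.897), the sign changed in 2 and 6 of the 10 fits that left out 1 mouse.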

In adults, Adnp-HT transcripts showed strong reverse-ASD patterns, as shown by negative enrichment of genes upregulated in ASD (Co-Exp Up M16), positive enrichment of genes downregulated in ASD (DEG Down and Co-Exp Down M12), and positive enrichment of ASD-risk genes (SFARI, FMRP target, and De Novo Missense) (Fig. 3c). 

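In adults, DEG Down had an NES of 2.30 (adjusted p = 0.00821), with 35 of 47 genes higher in the libraries labelled Adnp-HT, and De Novo Missense had an NES of 2.00 (adjusted p = 0.026), with 34 of 48 genes higher. After quantile normalization these scores were 1.61 and 0.68 and did not pass the threshold. Co-Exp Up M16 (NES −1.51, adjusted p = 0.1) and Co-Exp Down M12 (NES 1.50, adjusted p = 0.1) did not pass. SFARI genes had an NES of 1.01 (all, adjusted p = 0.524) and 0.70 (high-confidence, adjusted p = 0.897), which turned to −1.001 and −1.01 after quantile normalization. AutismKB had an NES of 0.94 (adjusted p = 0.558). No score in single mice passed, the lowest unadjusted p being 0.0635 for both DEG Down (0.049 higher) and all SFARI genes (lower by −0.027, exact permutation tests, n = 5 per genotype).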

Of these changes, the positive enrichment for the FMRP-target gene set was particularly strong. 

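FMRP targets, genes whose transcripts are bound by the fragile X protein FMRP, had an NES of 2.39 in adults (adjusted p = 0.00821), against 2.30 for DEG Down. Of the 49 genes, 35 were higher and 14 lower in the libraries labelled Adnp-HT, with a median log2 fold change of 0.035, and none was a DEG. The score of the set in single mice was 0.015 ± 0.039 in libraries labelled Adnp-HT and −0.015 ± 0.021 in WT libraries (SD, n = 5 each; exact permutation test, p = 0.19). The NES was 1.16 after quantile normalization, which did not pass the threshold. The set passed with limma's camera test (adjusted p = 0.00747) and in each of the 10 fits that left out 1 mouse. Its call thus depended on the normalization.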

The opposite enrichment patterns in juvenile and adult transcriptomes were mediated by both shared and distinct genes; i.e., ~50% of the genes in the FMRP target gene set showed opposite up/down regulations (Supplementary Fig. 6d, e).

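Of the 49 FMRP target genes, 23 (46.9%) changed in opposite directions at the 2 ages, 19 lower in juveniles and higher in adults and 4 the reverse, in the libraries labelled Adnp-HT against WT libraries. Among all 17132 genes tested at both ages, 43.5% changed in opposite directions, and the share of FMRP targets did not differ from that of the other genes (two-sided Fisher's exact test, p = 0.666). The share was 40.8% after quantile normalization. Fisher's exact test here pools the 2 opposite directions. Taken apart, 38.8% of FMRP targets and 21.2% of all genes were lower in juveniles and higher in adults. The reverse held for 8.16% of FMRP targets and 22.3% of all genes, and this split was not tested. After quantile normalization, these shares of FMRP targets were 30.6% and 10.2%.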

These results collectively suggest that juvenile and adult transcriptomes show largely opposite patterns with respect to ASD-related transcriptomic changes, wherein the ASD-like patterns seen in juveniles change to reverse ASD-like patterns in adults.

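In the test of the difference between ages, FMRP targets had an NES of 2.69 and De Novo Missense of 2.45 (adjusted p = 0.00622 for each), whereas SFARI genes (all, NES 1.64, adjusted p = 0.0563), AutismKB (NES 1.43, adjusted p = 0.153), DEG Down (NES 1.12, adjusted p = 0.331) and Co-Exp Up M16 (NES −1.25, adjusted p = 0.208) did not pass. After quantile normalization the NES was 1.65 for FMRP targets (adjusted p = 0.107) and 1.31 for De Novo Missense (adjusted p = 0.285), and neither passed. For FMRP targets, 7 of 100 splits of the mice within both ages, the real one included, gave a score as far from 0. At the level of single genes, none of the genes tested at both ages had an adjusted p-value under 0.05 for the interaction of genotype and age, the lowest being 0.284, and no alternative changed this. Without adjustment, 1114 genes had a p-value under 0.05, where 857 would by chance. From the enrichment of these sets at each age, the paper describes mixed changes in juveniles. It counts negative enrichment of ASD-risk genes there as ASD-like. Negative enrichment of Co-Exp Up M16 and positive enrichment of DEG Down in juveniles count as reverse-ASD. For adults, the paper counts as reverse-ASD a negative enrichment of Co-Exp Up M16 and positive enrichment of DEG Down, Co-Exp Down M12 and ASD-risk genes. The paper proposes that ASD-like patterns in juveniles change to reverse-ASD patterns in adults.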

### Synapse-related phospho-proteomic changes in the adult Adnp-HT hippocampus

Given the stronger synapse-related transcriptomic changes observed in the adult Adnp-HT hippocampus, we next attempted a proteomic analysis of the adult Adnp-HT hippocampus. We first profiled posttranslational modifications (PTMs) (Fig. 4a and Supplementary Table 6), which are known to reflect various aspects of proteins, such as their synthesis, stability, localization, interaction, and degradation [37, 38].

**Fig. 4:**
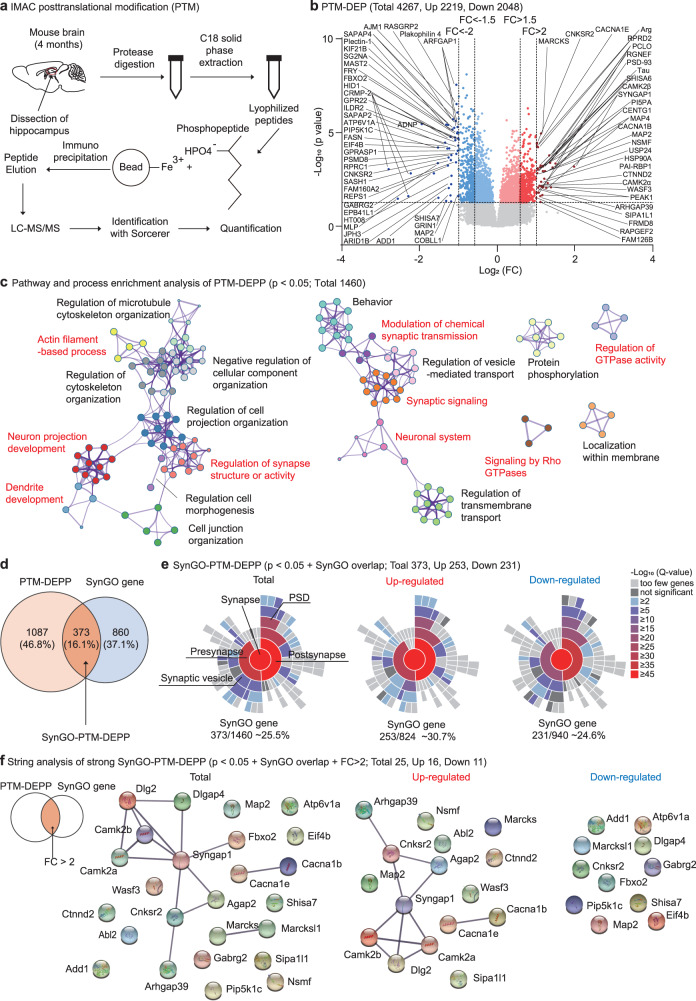
Synapse-related phospho-proteomic changes in the adult Adnp-HT hippocampus. **a** Schematic of phospho-proteomic analysis in adult male Adnp-HT and WT hippocampi (4 months). **b** Volcano plots of 4267 peptides (dots) with significant (*p* < 0.05) changes in PTM levels (PTM-DEPs; 2219 up and 2048 down) belonging to 1460 proteins (PTM-DEPPs; 824 up and 940 down) from adult Adnp-HT and WT mice (4 months). The PTM-DEPs with stronger changes (*p* < 0.05 + |fold change/FC| > 1.5 or 2.0) are indicated by darker red/blue colors, of which those that are |FC| > 2.0 are labeled of protein names. **c** Pathway and process analysis of PTM-DEPPs (*p* < 0.05; 1460 proteins) performed using the Metascape program (https://Metascape.org) and Cytoscape visualization. Synapse, actin, and small GTPase-related clusters are indicated in red. SynGO analysis indicates that 373 of the 1460 PTM-DEPPs belong to SynGO proteins (~26% of total, ~31% of upregulated, and ~25% of downregulated; termed SynGO-PTM-DEPPs) (**d**) and that they are localized at pre- and postsynaptic sites (**e**). **f** String analysis of SynGO-PTM-DEPPs (*p* < 0.05 and fold change >2.0; 25 total, 16 up and 11 down) for protein-protein interactions.

Enrichment of phosphopeptides in Adnp-HT hippocampus using IMAC (immobilized metal ion affinity chromatography) yielded a total of 4267 peptides with significant (*p* < 0.05) changes in phospho-PTM levels (termed PTM-DEP [PTM-differentially expressed peptides]; 2219 up and 2048 down) belonging to 1460 proteins (824 up and 940 down) (Fig. 4b and Supplementary Table 7). Applying a stronger cutoff (*p* < 0.05 + fold change/FC > 2.0) yielded 30 upregulated and 39 downregulated PTM-DEPs (indicated in Fig. 4b by labeling).

DAVID analysis of the PTM-DEPPs (standing for PTM-DEP-containing protein; 1460 proteins; *p* < 0.05) revealed GO terms associated with neuronal synapses (cellular component), protein binding/phosphorylation, and intracellular signaling/GTPases/actin filaments (molecular function and biological process) (Supplementary Fig. 7).

Pathway and process analyses performed on the PTM-DEPPs using Metascape [39] highlighted synapse-related functions associated with neuronal synapses, actin filaments, and small GTPases (Fig. 4c); these functions were associated with both up- and downregulated DEPPs (Supplementary Fig. 8a, b). In addition, ‘regulation of transmembrane transport’ function was identified in the upregulated DEPPs, similar to the ‘regulation of ion transport’ function enriched in the RNA-Seq GSEA results (Fig. 3b).

A substantial fraction of the PTM-DEPPs (373 proteins from 1460 proteins; ~26%) belonged to the SynGO proteins (termed SynGO-PTM-DEPPs) (Fig. 4d); these proteins were similarly localized to pre- and postsynaptic compartments in the up- and downregulated groups (Fig. 4e). DAVID analysis of the SynGO-PTM-DEPPs (373 proteins) yielded synapse-related GO terms (Supplementary Fig. 9) stronger than those for PTM-DEPPs.

A string analysis of protein-protein interactions (PPIs) using the SynGO-PTM-DEPPs with a stronger cutoff (*p* < 0.05 + FC > 2.0; 25 proteins [16 up, 11 down] out of the total 373 proteins) revealed proteins known to assemble excitatory synaptic protein complexes, including an NMDAR subunit (*Grin2a*), scaffolding proteins (*Syngap1*, *Dlgap4*, *Cnksr2* [Rho-related scaffold], and *Map2*), and signaling molecules known to associate with or act downstream of NMDARs (*Camkiia* and *Camkiib*, *Agap2* [an Arf-GAP], and *Arhgap39* [a Rho GAP]) (Fig. 4f) [40].

These results collectively suggest that the adult Adnp-HT hippocampus displays phospho-proteomic changes that are associated with the regulation of excitatory synaptic structure and function.

### Comparison of total- and phospho-proteomic changes in the adult Adnp-HT hippocampus

To determine if the altered PTM levels reflect altered protein levels, altered PTM levels, or both, we attempted total (not PTM) proteome analyses in adult WT and Adnp-HT hippocampi (Supplementary Fig. 10a and Supplementary Table 8).

There were 449 differentially expressed proteins in the total Adnp-HT proteome (termed Total-DEPs; 270 upregulated, 179 downregulated) (Supplementary Fig. 10b and Supplementary Table 9). These numbers were relatively small relative to PTM-DEPPs (1460 proteins; 824 up and 940 down).

DAVID analysis of Total-DEPs (449 proteins) yielded GO terms related to synapse, protein binding, and GTPases/actin filaments (Supplementary Fig. 10c), partly similar to the results for PTM-DEPPs (Supplementary Figs. 7, 9). Pathway and process analyses of Total-DEPs (449 proteins) yielded small GTPase-related functions, although actin- and synapse-related functions were moderate and absent, respectively (Supplementary Fig. 10d).

Total-DEPs were enriched in SynGO proteins (69/449; ~15.4%; termed SynGO-Total-DEP), although to a lesser extent than PTM-DEPPs (373/1460; ~26% [~1.7-fold greater]) and only in downregulated Total-DEPs (Supplementary Fig. 10e, f). A string analysis for synaptic PPIs could not be performed because of the small number of SynGO-Total-DEPs (11 out of 69 SynGO-Total-DEPs when FC > 1.1 is used for cut-off).

In comparative analyses of Total-DEPs (*p* < 0.05; 449 proteins) and PTM-DEPPs (*p* < 0.05; 1460 proteins), a substantial fraction of Total-DEPs (114 proteins; ~25.4%) overlapped with PTM-DEPPs whereas a relatively small portion of Total-DEPs (~7.8%) overlapped with PTM-DEPPs (Supplementary Fig. 10g).

In a correlation plot, FCs in Total-DEPs (*p* < 0.05; 449 proteins) minimally correlated with those in PTM-DEPs (*p* < 0.05; 4267 peptides from 1460 proteins) (Supplementary Fig. 10h). Moreover, a substantial portion of the FCs (~27.5%) in PTM-DEPs occurred toward opposite directions compared with those in Total-DEPs (i.e., increased FCs in Total-DEPs but decreased FCs in their PTM-DEPs).

These results collectively suggest that Total-DEPs are less strongly associated with synaptic functions, compared with PTM-DEPPs, and that changes in PTM-DEPs are not strongly correlated with those in Total-DEPs and thus may contribute more strongly to the observed synaptic changes in the Adnp-HT hippocampus.

### CaMKII hyperphosphorylation in the Adnp-HT hippocampus

The abovementioned total- and phospho-proteomic changes in Adnp-HT mice indicate altered phosphorylations in synaptic proteins. We thus plotted the 25 SynGO-PTM-DEPPs in a volcano plot to see if we could identify notable changes in phosphorylation (Fig. 5a).

**Fig. 5:**
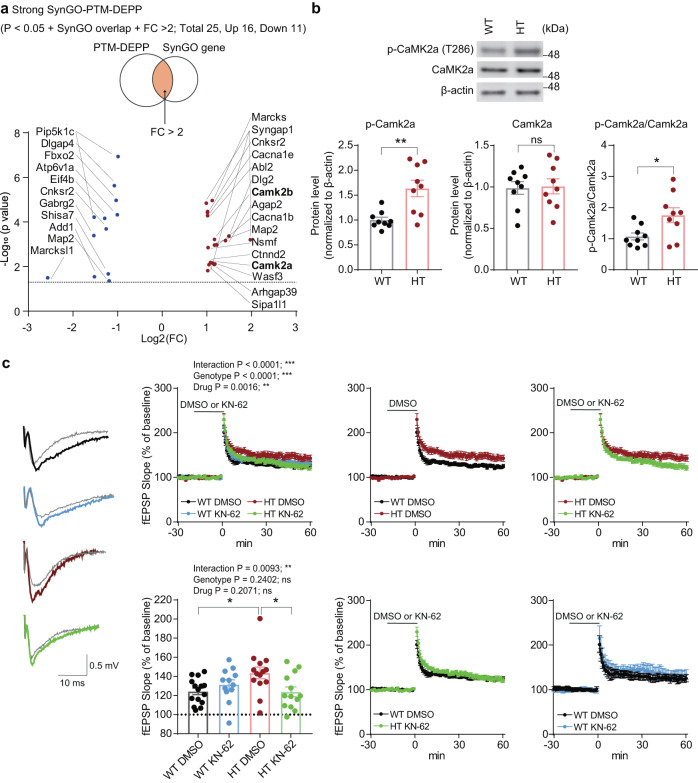
CaMKIIα hyperphosphorylation in the Adnp-HT hippocampus. **a** A volcano plot showing Adnp-HT SynGO-PTM-DEPPs (25 proteins found in both PTM-DEPs and SynGO proteins; *p* < 0.05 + FC > 2.0) plotted by their changes in PTM levels. The protein-encoding gene names are indicated. Note that both CaMKIIα and CaMKIIβ are hyperphosphorylated. **b** Validation of CaMKIIα hyperphosphorylation by immunoblot analysis. Adnp-HT lysates (crude synaptosomal/P2 fraction; 4 months) were immunoblotted for total CaMKIIα, Thr286-phosphorylated CaMKIIα (p-CaMKIIα), and β-actin (control) (*n* = 9 [WT], 9 [HT], Welch’s t-test for p-Camk2a and p-Camk2a/Camk2a, Student’s t-test for Camk2a). **c** Normalization of HFS-LTP at Adnp-HT Schaffer collateral (SC)-CA1 synapses (3–4 months) by the CaMKIIα inhibitor KN-62 (2.5 µM). Note that we lowered KN-62 concentration down to 2.5 µM and limited KN-62 treatment to 20 min before LTP induction to maximize the genotype difference in KN-62-dependent LTP inhibition. Gray, black, red, blue, and green colors in the voltage traces indicate baseline (in WT-DMSO/HT-DMSO/WT-KN-62/HT-KN-62), LTP (WT-DMSO), LTP (HT-DMSO), LTP (WT-KN-62) and LTP (HT-KN-62) synapses, respectively (*n* = 15 slices from 10 mice [WT-DMSO], 12, 9 [WT-KN-62], 14, 8 [Adnp-HT-DMSO], and 13, 10 [Adnp-HT-KN-62], three-way ANOVA for 60 min and two-way RM-ANOVA with Turkey’s multiple comparison test for last 10 min). Significance is indicated as *(<0.05), **(<0.01), ***(<0.001), or ns (not significant).

Most intriguingly, CaMKIIα showed increased phosphorylation at Thr286, an autophosphorylation site well-known to promote long-lasting enhancement of CaMKIIα activity and learning and memory [41–43]. An equivalent autophosphorylation in CaMKIIβ (Thr287) was also increased, although not indicated in the volcano plot or table for its FC < 2.0 (1.8). CaMKIIβ was also hyperphosphorylated at Thr321 and Ser331, although the former (Thr321) is known to promote cytosolic (not synaptic) localization [44].

Given the known importance of CaMKIIα Thr286 phosphorylation for synaptic regulation, we first validated the CaMKIIα hyperphosphorylation in Adnp-HT mice by immunoblot analysis. Thr286 phosphorylation levels of CaMKIIα were increased in the Adnp-HT hippocampus, without a change in the total CaMKIIα level, which increased the phospho/total-CaMKIIα ratio (Fig. 5b). The increase in Thr286 phosphorylation in the immunoblot analysis was smaller than the data obtained from the PTM analysis, likely reflecting the differences in the nature and sensitivity of the methods.

We next tested if the increased CaMKIIα Thr286 phosphorylation may contribute to the increased HFS-LTP observed at Adnp-HT hippocampal synapses using the CaMKIIα inhibitor KN-62. HFS-LTP at Adnp-HT synapses was increased in the absence of KN-62 (Adnp-HT-DMSO), as compared with WT synapses (WT-DMSO) (Fig. 5c), recapitulating the LTP results from naïve WT and Adnp-HT mice (Fig. 1i). Upon KN-62 treatment, HFS-LTP at Adnp-HT synapses (Adnp-HT-KN-62) was significantly reduced, compared with DMSO-treated Adnp-HT synapses (Adnp-HT-DMSO) (Fig. 5c). In contrast, KN-62 had no effect on WT LTP (WT-KN-62). These results suggest that the increased LTP at Adnp-HT synapses is attributable to increased CaMKIIα activity and that Adnp-HT synapses are more sensitive to KN-62 inhibition compared with WT synapses.

The CaMKIIα hyperactivity-dependent LTP enhancement at Adnp-HT synapses may involve CaMKIIα substrate proteins. When CaMKIIα substrate proteins in the literature were volcano plotted by their changes in phosphorylation levels (FC and *p* values) in the Adnp-HT PTM proteome, a total of 10 peptides in 7 proteins could be displayed (Supplementary Fig. 11a). These proteins/peptides tended to be upregulated than downregulated (5 vs. 2 in proteins; 8 vs. 2 in peptides), in line with the CaMKIIα hyperactivity. The downregulated phospho-peptides may suggest decreased total protein levels or co-phosphorylation by CaMKIIα and other kinases (i.e., Ryr2-Ser2807 phosphorylation [45]).

Of the upregulated proteins, two (SynGAP1 [*Syngap1*] and Synapsin 1 [*Syn1*]) displayed multi-site hyperphosphorylations (Supplementary Fig. 11a). One of the Synapsin 1 hyperphosphorylations could be validated by our immunoblot experiments where the phosphorylation level increased in Adnp-HT mice without changes in the total level (Supplementary Fig. 11b). Hyperphosphorylations were also found in other CaMKIIα substrate proteins known to regulate synaptic/neuronal functions, including voltage-gated calcium channel β2 (*Cacnb2*), metabotropic glutamate receptor 1 (*Grm1*), and nNOS (*Nos1*) [46–48].

The four hyperphosphorylated sites in SynGAP1 (Ser765, Ser766, Ser1111, and Ser1118) were mapped to the C-terminal DUF/Disordered domain (Supplementary Fig. 12a), known to modulate the SynGAP1 interaction with PSD-95 PDZ domains [49, 50]. These sites differed from the Ser1105/1135 residues, corresponding rat SynGAP1-Ser1108/1138, known to promote SynGAP1 dispersal from synapses during LTP [51]. However, our molecular modeling predicted that these phosphorylations can weaken the stability of the SynGAP1-PSD-95 complex (Supplementary Fig. 12b–e), suggesting that they may promote the dissociation of the SynGAP1-PSD-95 complex during LTP in Adnp-HT mice.

These results collectively suggest that the Adnp-HT proteome displays hyperphosphorylation of CaMKIIα, which may contribute to the synaptic alterations (i.e., enhanced LTP) in Adnp-HT mice.

## Discussion

Our study compared the molecular, synaptic, and behavioral phenotypes of juvenile and adult Adnp-HT mice lacking exon 5. Although there is a marked (~10-fold) decrease in Adnp expression at juvenile stages, the phenotypes of mutant mice continue to change during juvenile-to-adult stages, suggesting that *Adnp* haploinsufficiency at early developmental stages has long-lasting effects. The results also indicate abnormally enhanced LTP in adult Adnp-HT mice, which aligns with the impaired and inflexible spatial learning and memory. Our unbiased RNA-Seq and total/PTM proteomic analyses in adult ADNP-HT mice indicate hyperphosphorylations of CaMKIIα and its substrates (i.e., Synapsin 1). In addition, a moderate CaMKIIα inhibition normalizes LTP at mutant synapses without affecting LTP at WT synapses, suggesting that CaMKIIα hyperactivity enhances LTP and impairs learning and memory in Adnp-HT mice.

A key aspect of our study is the longitudinal comparisons of juvenile and adult Adnp-HT phenotypes at the molecular, synaptic, and behavioral levels. This approach revealed that the phenotypic changes continue to occur between the juvenile and adult stages (summarized in Supplementary Table 10). Age-differential ASD-like behaviors were observed in Adnp-HT juveniles (social interaction deficits and hyperactivity) and Adnp-HT adults (social interaction deficits, anxiety-like behavior, hypoactivity, and learning/memory deficits) (Supplementary Figs. 3, 4). These mice also display impaired and inflexible spatial learning and memory in the Morris water maze test, with stronger deficits in the reversal phase, which is in line with the cognitive inflexibility that lies at the core of ASD [52].

A key synaptic change identified in our study is the altered synaptic plasticity (both LTP and LTD) in the adult Adnp-HT hippocampus (Fig. 1). LTD is persistently decreased in both juvenile and adult Adnp-HT mice. The decreased LTD in juveniles may impair activity-dependent weakening or removal of less active excitatory synapses, likely leading to the observed increase in excitatory synaptic transmission and a decrease in neuronal excitability to balance the neuronal output (Supplementary Fig. 5). These changes may lead to the neuronal hyperconnectivity that has been implicated in ASD [53–55]. These changes may also explain the ASD-related social interaction deficits and behavioral hyperactivity seen in juvenile mutant mice, likely through the increased excitatory/inhibitory synaptic ratio implicated in ASD [56, 57].

LTP begins to be increased at adult (but not juvenile) stages (Fig. 1), which is likely to further suppress LTD considering that LTP is known to suppress LTD [58]. This dual impairment of synaptic plasticity (increased LTP and decreased LTD) in adult Adnp-HT mice is in good alignment with the impaired learning and memory observed in these mice. In previous studies, increased LTP has been shown to impair learning and memory [59, 60], and decreased LTD has been linked to impaired reversal learning and memory [61–63]. However, these results from the hippocampus should be considered together with those from other brain regions such as the prefrontal cortex [64] to fully understand the cognitive deficits in Adnp-HT mice.

Our results suggest molecular mechanisms that may underlie the increased LTP and decreased LTD in Adnp-HT mice. Altered NMDAR activity is an unlikely possibility because we observe normal NMDAR-mediated synaptic currents in Adnp-HT mice (Fig. 1). Alternatively, the signaling pathways acting downstream of NMDARs could be involved. In support of this possibility, our unbiased proteomic analyses (total and PTM) suggest a potential molecular candidate: hyperphosphorylation of CaMKIIα (Figs. 4, 5), which is a key component of excitatory synapses that regulates their assembly, transmission, plasticity, and signaling [41, 43, 65–67]. Specifically, our data indicate an increase in Thr286 phosphorylation (but not the total level) of CaMKIIα, which is known to be autophosphorylated and promote NMDAR-dependent synaptic potentiation [68, 69]. The CaMKIIα hyperphosphorylation would substantially change the phosphorylation profiles of downstream CaMKIIα substrates, thereby altering synaptic transmission and plasticity as well as learning and memory in the mutant mice. Indeed, LTP at Adnp-HT synapses is more sensitive to the CaMKIIα inhibitor KN-62, compared with that at WT synapses (Fig. 5c). In addition, mice carrying a phospho-mimicking mutation at Thr286 (Thr286Asp) has been shown to display impaired contextual discrimination [70].

Our PTM data reveal a number of potential CaMKIIα substrates that may contribute to the altered LTP/LTD seen in Adnp-HT mice. Related candidate proteins include SynGAP1; however, the phosphorylation sites altered in Adnp-HT mice did not match with previously described sites. For instance, there was no detectable phosphorylation of Ser1105/Ser1135 in SynGAP1, known to promote SynGAP1 dispersion out of the PSD during LTP [51, 71]. However, SynGAP1 in Adnp-HT mice display novel hyperphosphorylations at multiple sites (Supplementary Fig. 11a), which, by our molecular modeling, are predicted to weaken the SynGAP1 interaction with PSD-95 (Supplementary Fig. 12). Therefore, these phosphorylations may enhance SynGAP1 dispersal and disinhibition of the Ras signaling during LTP, given the reported association of SynGAP1 with LTP regulation and cognition [72–74].

It remains unclear how *Adnp* haploinsufficiency leads to CaMKIIα hyperphosphorylation. A possibility is that calcium signaling, lying upstream of CaMKIIα, was abnormally enhanced through various transcriptomic and proteomic changes induced by the insufficiency of the ADNP protein, which is a transcription factor. Specifically, calcium signaling is suggested by the results of 1) the RNA-Seq DAVID analysis (i.e., ‘calcium signaling’ and ‘calcium ion binding’) (Fig. 2c), 2) RNA-Seq GSEA analysis (‘regulation of ion transport’) (Fig. 3b), and 3) the PTM-DEPP Metascape analysis (‘regulation of transmembrane transport’) (Fig. 4c). This possibility is also supported by the enrichment of the Adnp-HT PTM-DEPs in the calcium signaling pathway (KEGG), which includes transmembrane calcium pump/channel proteins (PMCA/ATPase plasma membrane Ca2+ transporting 1 and CaV/voltage-gated calcium channel subunits α) and downstream calcium signaling pathway proteins (STIM/stromal interaction molecule 2, RYR/ryanodine receptor 2, CaMKs, and CaN/calcineurin) (Supplementary Fig. 13). Moreover, a recent study reported that ADNP regulates neuritogenesis through 14–3–3-dependent cytoplasmic localization and that in-utero *Adnp* knockdown leads to increased spontaneous calcium influx in female cortical neurons at P60 [75].

Although additional details remain to be investigated, our study is significant in the following four aspects: (1) We identify in Adnp-HT mice impaired and inflexible learning and memory, which lie at the core of the cognitive inflexibility associated with intellectual disability and ASD. (2) Although a recent study reported that acute *Adnp* knockdown induced synaptic changes in adult mice [25], we report for the first time (to our knowledge) that there are alterations in synaptic functions, particularly synaptic plasticity deficits, in juvenile and adult Adnp-HT mice. (3) We show that phenotypic changes occur between the juvenile and adult stages, long after the juvenile-stage marked decrease in ADNP expression, strengthening the notion that mutations in neurodevelopmental genes with strong early expression have long-lasting effects in adults after strong decreases of their expression [76]. (4) We provide a specific candidate mechanism, namely hyperphosphorylation of CaMKIIα, which may underlie the synaptic plasticity and behavioral deficits seen in Adnp-HT mice.

Clinically, our results from Adnp-HT mice may help us better understand the mechanisms underlying the cognitive and behavioral dysfunctions associated with ADNP-related developmental delay, ID, ASD, and ADHD [17]. In addition, the synaptic changes and accompanying CaMKIIα hyperactivity observed in Adnp-HT mice may eventually facilitate the development of mechanism-based ADNP treatments, given the known association of CaMKIIα dysfunction with various neurological and neuropsychiatric disorders and the ongoing development of related medications [77–80]. The synaptic changes observed herein might be associated with the davunetide (NAP) peptide that is known to improve Adnp-HT behavioral deficits in animal models for which the mechanistic details associated with potential synaptic targets remain unknown [81].

In summary, our results: (1) indicate that the molecular, synaptic, and behavioral phenotypes of Adnp-HT mice continue to develop from the juvenile to adult stages after a sharp decrease of *Adnp* expression; (2) associate altered synaptic plasticity with impaired and inflexible contextual learning and memory in Adnp-HT mice; and (3) suggest that hyperphosphorylation of CaMKIIα could underlie the synaptic and behavioral deficits in Adnp-HT mice.

## Methods and materials

### Animals

We purchased Adnp^Neomycin Cassette/+^ mice from KOMP (MGI:5050866; Adnp^tm1a(KOMP)Wtsi^) and backcrossed them with C57BL/6 J strains for more than five generations before we conducted our experiments. The generated mice were mated with Protamine-Flp mice, the resulting Adnp^fl/+^ mice were crossed with Protamine-Cre mice to generate mice with heterozygous deletion of Adnp exon 5 (Adnp-HT mice). We used Adnp-HT mice for the experiments because a homozygous deletion of exon 5 in the *Adnp* gene in mice caused lethality. Mice were bred and maintained at the mouse facility of Korea Advanced Institute of Science and Technology (KAIST) according to the Animal Research Requirements of KAIST, and all procedures were approved by the Committee of Animal Research at KAIST (KA2022-063-v1). Animals were fed ad libitum and housed under a 12-h light/dark cycle (light phase from 1:00 am to 1:00 pm). Genotypes of Adnp-HT mice were determined by polymerase chain reaction (PCR) using the following primer pairs: wild-type [WT] allele (413 bp), 5′-GAG AAA GAG AGC TGT TTG CCT TCC G-3′ (forward) and 5′-CAA GCA GTT ACA AGT TCC AGG CTC C-3′ (reverse); knock out (KO) allele (589 bp), 5-GAG AAA GAG AGC TGT TTG CCT TCC G-3′ (forward) and 5′-ATG CTG AGA AGG CAG GTA GGT AAG G-3′ (reverse); floxed allele (323 bp), 5′-GAG ATG GCG CAA CGC AAT TAA TG-3′ (forward) and 5′- CAA GCA GTT ACA AGT TCC AGG CTC C-3′ (reverse). Both male and female mice were used for behavior tests, but only male mice were used for other tests. Mice were weaned at the age of postnatal day 21, and mixed-genotype littermates in the same gender were housed together until experiments.

### X-gal staining

Coronal and sagittal sections of the mouse brain were prepared and sectioned by vibratome (Leica). Mice were perfused transcardially with 4% paraformaldehyde. The thickness of the brain slices was 250 μm. Slices were incubated in staining solution (5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_•3H_2_O, 2 mM MgCl_2_, 0.01% deoxycholate, 1 mg/mL X-gal, 0.02% NP-40 in PBS) for 1 h 30 min at room temperature. Stained slices were washed four times with PBS and mounted for light microscopy.

### Fluorescent in situ hybridization (FISH)

FISH was performed as previously described [82]. Briefly, frozen mouse brain sections (14 µm thick) were cut coronally through the hippocampus and cortex formation. Sections were thaw mounted onto Superfrost Plus Microscope Slides (Fisher Scientific #12-550-15). The sections were fixed in 4% paraformaldehyde (PFA) for 10 min, dehydrated in increasing concentrations of ethanol for 5 min, and finally air-dried. Tissues were then pretreated for protease digestion for 10 min at room temperature. Probe hybridization and amplification were performed at 40 °C using HybEZ hybridization oven (Advanced Cell Diagnostics, Hayward, CA, USA). The probes used in these studies were five synthetic oligonucleotides complementary to the nt sequence 2–722 of Mm-Adnp-03-C1, 464–1415 of Mm-Slc17a7 (Vglut1)-C2,1986–2998 of Mm-Slc17a6 (Vglut2)-C3, 62–3113 of Mm-Gad1, and 552–1506 of Mm-Gad2 (Advanced Cell Diagnostics). The labeled probes were conjugated to Alexa Fluor 488, Atto 550, and Atto 647. The sections were hybridized with the labeled probe mixture at 40 °C for 2 h per slide. Unbound hybridization probes were removed by washing the sections three times with 1× wash buffer at room temperature for 2 min. The following steps for signal amplification included incubations at 40 °C with Amplifier 1-FL for 30 min, with Amplifier 2-FL for 15 min, with Amplifier 3-FL for 30 min and with Amplifier 4 Alt B-FL for 15 min. Each amplifier solution was removed by washing with 1× wash buffer at room temperature for 2 min. The slides were viewed, analyzed and photographed using TCS SP8 Dichroic/CS (Leica), and the ImageJ program (NIH) was used to analyze the images.

### Brain lysates and western blot

Mouse brains were extracted on ice and homogenized with ice-cold homogenization buffer (0.32 M sucrose, 10 mM HEPES, pH 7.4, 2 mM EDTA, pH 8.0, 2 mM EGTA, pH8.0, protease inhibitors, phosphatase inhibitors). Total lysates were prepared by boiling brain tissues with β-mercaptoethanol directly after homogenization. Crude synaptosomes, which were used for CaMK2 and Synapsin 1 immunoblotting, were prepared by centrifuging total lysates at 1500 × *g* followed by re-centrifuging the supernatant at 15,000 × *g* and retrieving the pellet (P2 fraction). Immunoblot conditions: ADNP (Bethyl; A300-104A; 1:1000), Camk2 (Cell signaling; 3362 S; 1:1000), p-Camk2 Thr286 (Abcam; 32678; 1:1000), Synapsin 1 (Thermo; 51-5200; 1:1000), pSynapsin 1 Ser605 (Cell Signaling; 88246 S; 1:1000), β-actin (Sigma; A5316; 1:2500), and PSD-95 (K28/43) (NeuroMAP; 75-028; 1:1000) at 4 °C overnight. Fluorescent secondary antibody signals were detected using Odyssey Fc Dual-Mode Imaging System.

### Behavior assays

All behavior assays were performed using littermates or sex- and age-matched animals, and conducted during light-off periods. Mice were allocated into specific cohorts at random, except genotype per cage post-weaning was set at a 1:1 ratio for WT vs. mutant. Male cohorts were caged separately from females when weaned. All experiments were done genotype blind-manner. Before the series of behavior assays were undertaken, adult mice were handled for 10 min per day for 3 days. Before each behavior assay, all mice were habituated in the dark room for 30 min. Different mouse cohorts were used for different sets of behavioral experiments, which were arranged in the order of increasing stress to animals (see Supplementary Table 11 for details).

### Open-field test

Mice were placed in the center of a white acrylic box (40 × 40 × 40 cm), and the activity of mice was recorded by a video camera for 1 h for adult behavior tests and 20 min for juvenile behavior tests. Illumination conditions for adult-male, adult-female, and juvenile tests were 100, 0, and 100 lux, respectively. The recorded video was analyzed using Ethovision XT13 software (Nodulus). The center zone was defined as an area of 30 × 30 cm in the whole area of 40 × 40 cm.

### Elevated plus-maze test

Mice were placed in the center zone of the elevated plus maze apparatus, and the activity of mice was recorded by a video camera for 8 min. The maze consisted of two closed arms (30 × 5 × 30 cm), two open arms (30 × 5 × 0.5 cm), and a center zone. The height of the maze was 75 cm from the floor, and the height of closed arm walls was 30 cm. The illumination of open arms was 200 lux. The recorded video was analyzed using Ethovision XT13 software (Nodulus).

### Light-Dark test

Mice were placed in the center of the light area of the light-dark test apparatus and the activity of mice was recorded by a video camera for 10 min. The apparatus was divided into light areas (21 × 29 × 20 cm) and dark areas (21 × 13 × 20 cm). Two areas were separated by an entrance (5 × 8 cm). The illumination of the light area was 600 lux. The recorded video was analyzed using Ethovision XT13 software (Nodulus).

### Repetitive behavior test

Mice were placed in the center of a fresh home cage with bedding and the activity of mice was recorded by a video camera for 20 min, and the last 10-min recordings were analyzed. The illumination was 60 lux. The repetitive behavior time was measured manually. We measured the time spent grooming, digging, and jumping.

### Direct social interaction test

Mice were isolated for 3 days in their home cage prior to direct social interaction test day. The direct social interaction test apparatus was a gray box (30 × 30 × 30 cm). Each mouse was habituated in the gray box for two consecutive days for 10 min. On day 3, genotype-matched pairs of mice were placed in each corner of a gray box. The social interaction time was measured manually. Total interaction included nose-to-nose interaction, nose-to-body interaction, following, body contact, allogrooming, and mounting.

### Juvenile play test

Mice were isolated for 30 min in a new home cage with bedding prior to the start of the test. Then, genotype- and sex-matched pairs of mice were placed in a new home cage without bedding. Mice were allowed to freely interact for 10 min. The social interaction time was measured manually. Total interaction included nose-to-nose interaction, nose-to-body interaction, following, body contact, allogrooming, and mounting.

### Ultrasonic vocalization (USV) test

Mice were isolated for 3 days in their home cage prior to USV test day. Each subject mouse’s home cage was placed into the USV chamber. Age-matched female mice (C57BL/6 J) were randomly introduced to each subject male mice’s cage. Subject male mice and intruder female mice freely interacted for 5 min. For the pup USV test, each pup (postnatal day 7) was isolated from the dam. The USV calls were recorded in the USV chamber for 3 min. Avisoft SASLab Pro software was used to analyze USVs. The number of USV calls and the mean duration of each call were analyzed. Signals were filtered from 1 Hz to 100 kHz and digitized with a sampling frequency of 250 kHz, 16 bits per sample (Avisoft UltraSoundGate 116H). To generate spectrograms, the following parameters were used (FFT length: 256, frame size: 100, window: FlatTop, overlap: 75%), resulting in a frequency resolution of 977 Hz and a temporal resolution of 0.256 msec. Frequencies lower than 25 kHz were filtered out to reduce background white noises [82].

### Morris water maze test

A hidden platform (10 cm diameter) was placed in a white plastic tank (120 cm diameter). Mice were trained to find the hidden platform 3 trials per day with an inter-trial interval of 30 min. The learning phase was performed on consecutive days until the latency to the platform is less than 20 s. The day next, we conducted a probe test (1 min) without the hidden platform. On the next day, we conducted reversal learning after changing the position of the platform to the opposite side. If latency to the platform is less than 20 s, the day next, we conducted a probe test (1 min) without a hidden platform. The recorded video was analyzed using Ethovision XT13 software (Nodulus). Time spent in quadrants and the number of platform passing were calculated.

### Brain slices for electrophysiology

Male mice at 3 weeks and at 2–4 months were anesthetized with isoflurane. Mouse brain sections (300 μm for whole cell patch clamp recording, 400 μm for extracellular field recording) were sectioned in ice-cold dissection buffer containing (in mM) 212 sucrose, 25 NaHCO_3_, 10 D-glucose, 2 Na-pyruvate, 1.25 ascorbic acid, 1.25 NaH_2_PO_4_, 5 KCl, 3.5 MgSO_4_, and 0.5 CaCl_2_ bubbled with 95% O2 and 5% CO2 gases using Leica VT 1200 vibratome. The slices were recovered for 30 min and maintained in artificial cerebrospinal fluid (ACSF) at 32 °C (in mM: 124 NaCl, 25 NaHCO_3_, 10 Glucose, 2.5 KCl, 1 NaH_2_PO_4_, 2.5 CaCl_2_, 1.3 MgSO_4_ oxygenated with 95% O2 and 5% CO2 gases). All recordings were performed after recovery for an additional 30 min at room temperature. During all recordings, brain slices were maintained in a submerge-type recording chamber perfused with 27.5–28.5 °C ACSF (2 ml min–1). Recording glass pipettes from borosilicate glass capillaries (Harvard Apparatus) were pulled using an electrode puller (Narishige).

### Whole-cell patch recordings

For whole-cell patch recordings in the hippocampal CA1 region, a recording pipette (2.5–3.5 MΩ) was filled with the internal solution (in mM: 100 CsMeSO_4_, 10 TEA-Cl, 8 NaCl, 10 HEPES, 5 QX-314-Cl, 2 Mg-ATP, 0.3 Na-GTP and 10 EGTA with pH 7.25, 295 mOsm for mEPSCs, sEPSCs and NMDA/AMPA ratio; 115 CsCl, 10 EGTA, 8 NaCl, 10 TEACl, 10 HEPES, 4 Mg-ATP, 0.3 Na-GTP, 5 QX-314 with pH 7.35, 295 mOsm for mIPSCs and sIPSCs; 137 K-gluconate, 5 KCl, 10 HEPES, 0.2 EGTA, 10 Na2-phosphocreatine, 4 Mg-ATP, 0.5 Na-GTP with pH 7.2, 280 mOsm for intrinsic excitability).

To measure mEPSCs, mIPSCs, sEPSCs, and sIPSCs, hippocampus CA1 pyramidal neurons were voltage-clamped at −70 mV. For mEPSCs and mIPSCs, picrotoxin (60 μM) and NBQX (10 μM) + APV (50 μM) were added to ACSF with TTX (1 μM), respectively. For sEPSCs and sIPSCs, picrotoxin (60 μM) and NBQX (10 μM) + APV (50 μM) without TTX were added, respectively. mE/IPSC and sE/IPSC events were selected based on the properties of the detected currents (rise time <1 ms, 10 pA <amplitude <500 pA, and decay half-width >2 ms). Responses were recorded for 2 min after maintaining a stable baseline for 5 min.

For neuronal excitability measurement, ACSF contained picrotoxin (60 μM), NBQX (10 μM), and AP5 (50 μM). First, minimal currents were introduced to hold the membrane potential around −70 mV in a current clamp mode. To evoke depolarizing voltage sag responses, increasing amounts of depolarizing step currents (by 10 pA, −150 to −10 pA) were injected. Then, to elicit action potentials, increasing amounts of depolarizing currents (0–330 pA) were injected in a stepwise manner. Input resistance was calculated as the linear slope of current-voltage plots generated from a series of increasing current injection steps.

For measuring NMDAR/AMPAR ratio, ACSF contained picrotoxin (60 μM). CA1 pyramidal neurons were voltage clamped at −70 mV, and EPSCs were evoked at every 15 s. AMPAR-mediated EPSCs were recorded at −70 mV, and 20 consecutive responses were recorded after a stable baseline. After recording AMPAR-mediated EPSCs, the holding potential was changed to +40 mV to record NMDAR-mediated EPSCs. The NMDA component was measured at 60 ms after the stimulation. The NMDA/AMPA ratio was determined by dividing the mean value of 15 NMDA components of EPSCs by the mean value of 20 AMPAR-mediated EPSC peak amplitudes.

All electric responses were amplified and filtered by Multiclamp 700B (Molecular Devices) and then digitized by Digidata 1550 (Molecular Devices). Data were acquired by Clampex 10.2 (Molecular Devices) and analyzed by Clampfit 10 (Molecular Devices).

### Extracellular field recordings

For extracellular field recordings in the hippocampal CA1 region, fEPSPs were recorded in the stratum radiatum of the hippocampal CA1 region using pipettes filled with ACSF. fEPSPs were amplified (MultiClamp 700B, Molecular Devices) and digitized (Digidata 1550, Molecular Devices) for measurements. Data were acquired by Clampex 10.2 (Molecular Devices) and analyzed by Clampfit 10 (Molecular Devices). The Schaffer collateral pathway was stimulated, and baseline responses were collected every 20 s with a stimulation intensity that yielded a half-maximal response. For input/output experiments, after acquiring a stable baseline, a series of increasing input stimuli were given to evoke output signals. Measured fEPSP slopes and fiber volleys were then interpolated by linear fits to plot input/output relationships. For paired-pulse ratio experiments, stimuli with indicated inter-pulse intervals (25, 50, 75, 100, 200, and 300 ms) were given, pairs of peak amplitudes were recorded, and the ratio of that amplitudes was calculated. To induce long-term potentiation (LTP) and long-term depression (LTD) at Schaffer collateral synapses on CA1 pyramidal neurons, high-frequency stimulation (100 Hz, 1 s) and low-frequency stimulation (1 Hz, 15 min) were applied, respectively. For LTP rescue experiments using the CaMKIIα inhibitor KN-62, hippocampal slices with 10-min baseline recordings were incubated with KN-62 (2.5 µM) or DMSO (control) in ACSF for 20 min, followed by HFS-LTP (100 Hz, 1 s) induction.

### RNA-Seq analysis

Mouse brains (3 weeks and 4 months) were isolated and dissected carefully on ice and immersed in RNAlater solution (Ambion, AM7020) to stabilize RNA. RNA extraction, library preparation, cluster generation, and sequencing were performed by Macrogen Inc. (Seoul, Korea). RNA samples were prepared for sequencing using a TruSeq RNA Sample Prep Kit v2 (Illumina) according to the manufacturer’s instructions. Sequencing was carried out using Illumina’s HiSeq 4000 to generate 101-bp paired-end reads. Image analysis and base calling were performed with the standard Illumina software RTA (Real-Time Analysis). The BCL (base calls) binary was converted into FASTQ utilizing Illumina package bcl2fastq.

Transcript abundance was estimated with Salmon (v1.1.0) (Patro et al., 2017) in a Quasi-mapping-based mode onto the Mus musculus genome (GRCm38) with GC bias correction (–gcBias). Quantified gene-level abundance data was imported to R (v.3.5.3) with the tximport [83] package and differential gene expression analysis was carried out using R/Bioconductor DEseq2 (v1.30.1) [84]. Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *p*-values were adjusted for multiple testing with the Benjamini–Hochberg correction. Genes with an adjusted *p*-value of less than 0.05 were considered differentially expressed. Volcano plots were generated using the R ggplot2 (v.3.1.1) package.

The Gene Ontology (GO) enrichment analyses were performed using DAVID software (version 6.8) [85]. Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database (http://www.informatics.jax.org/homology.shtml). Gene Set Enrichment Analysis (GSEA) (http://software.broadinstitute.org/gsea) [86] was used to determine whether a priori-defined gene sets would show statistically significant differences in expression between WT and Adnp HT mice. Enrichment analysis was performed using GSEAPreranked® (gsea-3.0.jar) module on gene set collections downloaded from Molecular Signature Database (MSigDB v7.0). GSEAPreranked was applied using the list of all genes expressed, ranked by the fold change and multiplied by the inverse of the *p*-value with recommended default settings (1000 permutations and a classic scoring scheme). The false discovery rate (FDR) was estimated to control the false positive finding of a given normalized enrichment score (NES) by comparing the tails of the observed and null distributions derived from 1000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered significantly enriched.

### IMAC analysis of phospho-proteome

Phospho-proteomic results for WT and Adnp-HT mouse brains were obtained using the IMAC (immobilized metal affinity chromatography) method (PTMScan Phospho-Enrichment IMAC Fe-NTA Magnetic Beads, Cell Signaling Technology).

Brain samples from three different mice were pooled to make n number of one. Briefly, mouse brain samples (4 months) containing the hippocampus were dissected on ice and snap-frozen in liquid nitrogen. Then brain samples were trypsin-digested and fractionated by solid-phase extraction. Digested phosphorylated peptides were enriched by IMAC and analyzed by LC-MS/MS [87, 88]. IMAC service uses positively charged ions, commonly Fe_3_^+^, to capture negatively charged phosphor-peptides. MS/MS spectra were evaluated using the SEQUEST and the Core platform from Harvard University. Assignment and relative quantification of the sequences to the MS/MS spectra was done with the Sorcerer program (Sage-N). Finally, the peptide sequence assignment was linked to parent ion peak intensities to measure approximate fold-changes in validated peptides between paired samples. DAVID Gene Ontology (GO) analysis was conducted using significantly changed motifs (*p* < 0.05) (http://david.ncifcrf.gov). For SynGO analysis, significantly changed motifs (*p* < 0.05) were extracted, and the gene names corresponding to the motifs (see Dataset EV1, ‘SynGO Input’ tab) were analyzed using the SynGO evidence-based resource for annotation of synaptic proteins (https://www.syngoportal.org/). *P*-values were adjusted for multiple comparisons using the false discovery rate approach. Data are visualized using sunburst graphs of localization (GO, cellular component). All raw MS data files have been deposited to the repository MassIVE (PXD037325).

### Total proteomic analysis

Trypsin-digested peptides from WT and Adnp HT brain samples (4 months) were labeled using 10-plex TMT reagent (Thermo Fisher Scientific, Rockford, IL) according to the manufacturer’s instructions. Then, samples were combined and fractionated into 20 fractions by basic reverse-phase liquid chromatography. For the liquid chromatography tandem mass spectrometry (LC-MS/MS) analysis, fractionated peptides were diluted by mobile phase A (99.9% water with 0.1% FA).

Dissolved samples were analyzed using an Orbitrap Exploris 480 mass spectrometer (Thermo Fisher Scientific) coupled to an UltiMate 3000 RSLCnano system (Thermo Fisher Scientific) equipped with a nano electrospray source. The mobile phases A and B were composed of 0 and 99.9% acetonitrile containing 0.1% formic acid, respectively. The LC gradient of 140 min at a flow rate of 250 nL/min was applied for the peptide separation. During the chromatographic separation, the Orbitrap Exploris 480 was operated in a data-dependent mode. The full scan resolution was 120,000 at m/z 400. The MS2 scans were performed with HCD fragmentation (37.5% collision energy). MS/MS spectra were analyzed using the following software analysis protocol with the Uniprot mouse database. The following parameters were used; a precursor mass tolerance of 5 ppm, a fragment ion mass tolerance of 600 ppm, two and more peptides assignments for protein identification at a false positive rate less than 0.01, static modification for the TMT 10-plex reagents (229.1629 Da) on the N-terminus and lysine residues, variable modification for oxidation (15.9949 Da) on methionine, and TMT reporter ion mass tolerance of 20 ppm. Statistical analysis was performed with Perseus software (version 1.6.15). The expressions of proteins between samples were compared using Welch’s *t*-test (*p* < 0.05). All raw MS data files have been deposited to the repository MassIVE (PXD036544).

### Structural analysis of the interaction between SynGAP1 and PSD-95

The peptide sequences relevant to serine residues putatively phosphorylated by CaMKII were selected from the phosphosite database (https://www.phosphosite.org/homeAction) [89]. The initial structural models for docking simulation were constructed using the crystal structure of PDZ1 (PDB ID 1KJW) and PDZ2 (PDB ID 5JXB) [90, 91] and PDZ3 (PDB ID 5JXB) [91] domains of the human PSD-95 protein by using PyMol software (Version 1.8) [92]. The peptides were then blind-docked into the target domains of PSD-95 (SH3 and PDZ3) using the HPEPDOCK web server [93]. The blind docking yielded ten complex structural models, which were then recalculated using RosettaDock-4.0 [94]. The natural and unphosphorylated peptide structures were utilized as an input model in the Vienna-PTM server (version 2.0) to generate the 3D structures of phosphorylated peptides [95]. The phosphorylated peptides were simulated, and energy minimization of phosphorylated peptides was performed using molecular dynamics (MD) with the GROMAC force field parameter, 54A8. The binding modes of the complex structures were then calculated under 25 °C temperature conditions using PRODIGY software to determine binding energies and affinities [96]. All of the depicted structures were generated using PyMol software (Version 1.8) [92].

### Statistical analysis

Sample sizes of each experiment were determined based on the relevant published literature and/or by the nature of the experimental design. Statistical analyses were performed using the GraphPad Prism 7 software. The normality of the data distribution was determined using the D’Agostino and Pearson omnibus normality test, and then the Student’s t-test (for a normal distribution and equal variance), Welch’s *t*-test (form a normal distribution and nonequal variance) or Mann–Whitney *U* test (for a non-normal distribution) was applied. If samples were dependent on each other, we used the paired t-test (for a normal distribution) or Wilcoxon signed-rank test (for a non-normal distribution). Equal variation or not were tested by *F*-test. Repeated measures of two-way ANOVA and subsequent Bonferroni post hoc multiple comparison tests, which were performed when there were significant interactions, were used for the time-varying analysis of results for the open-field test, Morris water maze test, input/output test, paired-pulse facilitation, LTP and LTD. Repeated measures three-way ANOVA and multiple comparison tests for the results with significant interactions were performed to analyze KN-62-dependent rescue results. Data with more than three groups were analyzed using one-way ANOVA. If a single value made the data distribution become non-normal and was detected as a significant outlier (*p < 0.05) by Grubb’s test, we removed the data as an outlier. The statistical significance of values is indicated in the figure panels as follows: *p < 0.05, **p < 0.01, ***p < 0.001. Detailed statistical results in Supplementary Table 1.

### Supplementary information

Supplementary Information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Figure 12

Supplementary Figure 13

Supplementary Table

## Data Availability

RNA-Seq results from Adnp-HT mice were deposited in the GEO (Gene expression Omnibus) database at NCBI under the accession number of GSE213354. Total proteomics data were deposited to the ProteomeXchange database under the accession number of PXD036544 (total) and PXD037325 (PTM).

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits**

Heejin Cho ^1,2,#^, Taesun Yoo ^2,#^, Heera Moon ^1^, Hyojin Kang ^3^, Yeji Yang ^1,4^, MinSoung Kang ^5^, Esther Yang ^6^, Dowoon Lee ^7^, Daehee Hwang ^7^, Hyun Kim ^6^, Doyoun Kim ^5,8^, Jin Young Kim ^4^, and Eunjoon Kim ^1,2,*^

^1^Department of Biological Sciences, Korea Advanced Institute for Science and Technology (KAIST), Daejeon 34141, Korea; ^2^Center for Synaptic Brain Dysfunctions, Institute for Basic Science (IBS), Daejeon 34141, Korea; ^3^Division of National Supercomputing, Korea Institute of Science and Technology Information, Daejeon, 34141, Korea; ^4^Research Center for Bioconvergence Analysis, Korea Basic Science Institute, 162 Yeongudanjiro, Ochang, Cheongju, Chungbuk 28119, Korea; ^5^Therapeutics & Biotechnology Division, Drug discovery platform research center, Korea Research Institute of Chemical Technology (KRICT), Daejeon, 34114, Korea; ^6^Department of Anatomy and BK21 Graduate Program, Biomedical Sciences, College of Medicine, Korea University, Seoul 02841, Korea; ^7^School of Biological Sciences, Seoul National University, Seoul 08826, Korea; ^8^Medicinal Chemistry and Pharmacology, Korea University of Science and Technology (UST), Daejeon, 34113, Korea; ^#^These authors contributed equally to the study; *Corresponding author.

**Supplementary figure legends**

**Supplementary Figure 1.** **Expression patterns of Adnp mRNAs and ADNP proteins in the mouse brain.**

(a) Detection of Adnp mRNAs in Vglut1/2-positive glutamatergic neurons and Gad1/2-positive GABAergic neurons in the cortical and hippocampal regions of the mouse brain (2 months; male), revealed by double immunofluorescence in situ hybridization (FISH). Scale bar, 100 μm (left), 10 μm (middle), and 10 μm (right).

(b) Distribution patterns of ADNP proteins in the mouse brain (3 months; coronal and sagittal sections; male), as shown by X-gal staining. Scale bar, 1 mm.

**Supplementary Figure 2.** **ADNP protein expression patterns and** **generation and characterization of Adnp-HT mice.**

(a) Temporal expression patterns of ADNP proteins in whole brains of mice, as shown by immunoblot analysis. Note that ADNP protein levels are decreased to ~10% of newborn levels at ~P21 (juvenile stage), and this persists into adulthood. Data are shown as mean ± SEM. (n = 3 mice [WT] and 3 mice [HT], one-way ANOVA).

(b) Gene-targeting strategy for Adnp^Neomycin Cassette/+^ mice (from KOMP; MGI:5050866; Adnp^tm1a(KOMP)Wtsi^). A large portion of exon 5 in the *Adnp* gene was targeted for deletion. Note that the targeting construct is designed to fuse the Adnp protein with β-galactosidase (encoded by LacZ) to visualize Adnp protein expression by X-gal staining. Primers (forward/F and reverse/R) for PCR genotyping are indicated. Neo, neomycin resistance; LacZ, β-galactosidase; FRT, flippase recognition target; loxP, locus of x-over, P1.

(c) Exon 5 encodes the majority of the ADNP protein domains. NAP, octapeptide NAPVSIPQ; NLS, nuclear localization signal.

(d) PCR genotyping of WT and Adnp-HT mice (P56; male).

(e) ADNP protein levels are decreased to ~60% of WT levels in whole brains of Adnp-HT mice (2–3 months; male). (n = 3 mice [WT and HT], *p < 0.05, one-sample t-test).

**Supplementary Figure 3**. **Behavioral abnormalities in newborn and juvenile Adnp-HT mice.**

(a) Suppressed ultrasonic vocalizations (USVs) in Adnp-HT pups (males and females mixed; P7) separated from their mothers, as measured by the total call number and duration of each call. (n = 10 [WT], 7 [HT], Mann-Whitney U test (left), and Student’s t-test (right)).

(b) Hyperactivity in juvenile male Adnp-HT mice (3 weeks) in the open-field test. (n = 16 [WT], 15 [HT], two-way RM-ANOVA and Mann-Whitney U test).

(c) Normal anxiety-like behavior in juvenile male Adnp-HT mice (3 weeks), as measured by time spent in the center region of the open-field arena. (n = 16 [WT], 15 [HT], Student’s t-test).

(d) Decreased social interaction in juvenile male Adnp-HT mice (3 weeks) in the juvenile play test. (n = 9 [WT], 9 [HT], Student’s t-test).

(e) Normal repetitive behavior in juvenile male Adnp-HT mice (3 weeks), as shown by self-grooming, digging, and jumping in home cages with bedding. (n= 13 [WT], 12 [HT], Welch’s t-test for self-grooming, Student’s t-test for digging, and Mann-Whitney U test for jumping).

(f) Hyperactivity in juvenile female Adnp-HT mice (3 weeks) in the open-field test. (n = 25 [WT], 24 [HT], two-way RM-ANOVA and Student’s t-test).

(g) Normal anxiety-like behavior in juvenile female Adnp-HT mice (3 weeks), as measured by time spent in the center region of the open-field arena. (n = 25 [WT], 24 [HT], Student’s t-test).

(h) Normal social interaction in juvenile female Adnp-HT mice (3 weeks) in the juvenile play test. (n = 8 [WT], 8 [HT], Student’s t-test).

(i) Normal repetitive behavior in juvenile female Adnp-HT mice (3 weeks), as shown by self-grooming, digging, and jumping in home cages with bedding. (n= 9 [WT], 11 [HT], Student’s t-test for digging and Mann-Whitney U test for self-grooming and jumping).

Significance is indicated as * (< 0.05), ** (< 0.01), *** (< 0.001), or ns (not significant).

**Supplementary Figure 4. Behavioral abnormalities in adult Adnp-mutant mice.**

(a) Hypoactivity in adult Adnp-HT mice (male; 3-4 months) in the open-field test, as measured by the distance moved. (n = 14 [WT], 15 [HT], two-way RM-ANOVA and Student’s t-test).

(b) Anxiety-like behavior in adult Adnp-HT mice (male; 3–4 months), as measured by time spent in the open-field center. (n = 14 [WT], 15 [HT], Mann-Whitney U test).

(c) Anxiety-like behavior in adult Adnp-HT mice (male; 3–4 months), as measured by time spent in open arms of the elevated plus-maze test. (n = 25 [WT] and 21 [HT], Mann-Whitney U test (left), Wilcoxon matched-pairs signed rank test (right, WT), and Paired t-test (right, HT)).

(d) Anxiety-like behavior in adult Adnp-HT mice (male; 2–4 months) in the light/dark test, as measured by light-chamber time. (n = 34 [WT], 29 [HT], Student’s t-test).

(e) Decreased direct social interaction in adult Adnp-HT mice (male; 3–5 months), as measured by social interaction time. (n = 20 pairs [WT], 17 pairs [HT], Student’s t-test).

(f) Abnormally increased mean duration of USVs in adult Adnp-HT mice (male; 4–6 months) in the courtship USV test, as measured by the total call number and mean duration of each call. Note that only the mean duration of each call was increased. (n = 26 [WT], 20 [HT], Student’s t-test [total call number], Mann-Whitney U test [mean duration of calls]).

(g) Normal repetitive behavior in adult Adnp-HT mice (male; 3–5 months), as measured by time spent in self-grooming and digging in home cages with bedding. (n = 18 [WT], 15 [HT], Student’s t-test).

(h–j) Impaired spatial learning and memory in adult male Adnp-HT mice (4–5 months) in the acquisition/probe phases of initial and reversal learning/memory sessions in the Morris water maze (MWM) test, as shown by latency to platform (h), time spent in each quadrant (i,j), and number of platform crossings during the probe test (i,j). T, target; O, opposite; L, left; R, right; R1/2/3, reversal day 1/2/3. (n = 15 [WT], 14 [HT], two-way RM-ANOVA with Bonferroni's multiple comparison test (h), Friedman test and Dunn’s multiple comparison test (i; forward learning [WT], [HT], j; reversal learning [HT]), one-way RM-ANOVA (j; reversal learning [WT]), and Student’s t-test (i; platform crossing), and Welch’s t-test (j; platform crossing).

(k) Hypoactivity in female adult Adnp-HT mice (3–4 months) in the open-field test, as measured by distance moved. (n = 15 [WT], 13 [HT], two-way RM-ANOVA with Bonferroni's multiple comparison test and Student’s t-test).

(l) Normal anxiety-like behavior in female adult Adnp-HT mice (3–4 months), as measured by open-field center-zone time. (n = 15 [WT], 13 [HT], Mann-Whitney U test).

(m) Normal anxiety-like behavior in female adult Adnp-HT mice (3–5 months), as measured by open-arm time in the elevated plus maze test. (n = 16 [WT] and 12 [HT], Student’s t-test (left), and paired t-test (right)).

(n) Anxiety-like behavior in female adult Adnp-HT mice (3–5 months) in the light/dark test, as measured by light-chamber time. (n = 17 [WT], 12 [HT], Student’s t-test).

(o) Decreased direct social interaction in female adult Adnp-HT mice (3–5 months), as measured by social interaction time. (n = 8 pairs [WT], 6 pairs [HT], Welch's t-test).

(p) Normal repetitive behavior in female adult Adnp-HT mice (3 months), as measured by self-grooming and digging times in home cages with bedding. (n = 8 [WT], 6 [HT], Student’s t-test (self-grooming), and Welch’s t-test (digging)).

(q–s) Impaired spatial learning and memory in adult female Adnp-HT mice (2–4 months) in the acquisition/probe phases of initial and reversal learning/memory sessions of the MWM test, as shown by latency to platform (q), time spent in each quadrant (r,s), and number of platform crossings (r,s). (n = 18 [WT], 19 [HT], two-way RM-ANOVA (q), one-way RM-ANOVA (r; forward learning [HT], s; reversal learning [WT], [HT]), Friedman test and Dunn’s multiple comparison test (r; forward learning [WT]), and Student’s t-test (r and s; platform crossing).

Significance is indicated as * (< 0.05), ** (< 0.01), *** (< 0.001), or ns (not significant).

**Supplementary Figure 5.** **Altered neuronal excitability and synaptic transmission in juvenile and adult Adnp-HT hippocampal neurons.**

(a–d) Decreased neuronal intrinsic excitability in hippocampal CA1 pyramidal neurons in juvenile Adnp-HT mice (P21; male), as shown by current-firing curve (d), but normal input resistance (a and b) and sag ratio (c). (n = 14 neurons from 3 mice [WT], 18, 3 [HT], two-way RM-ANOVA with Bonferroni's test (for (a) and (d)), Mann-Whitney U test (for (b)) and Student’s t-test (for (c)).

(e) Increased frequency but normal amplitude of mEPSCs in CA1 pyramidal neurons in juvenile Adnp-HT mice (P21). (n = 15 neurons from 3 mice [WT], 15, 3 [HT], Welch's t-test (frequency), and Student’s t-test (amplitude)).

(f) Decreased amplitude but normal frequency of mIPSCs in juvenile Adnp-HT CA1 pyramidal neurons (P21). (n = 22, 4 [WT], 24, 4 [HT], Student’s t-test).

(g) Normal frequency and amplitude of sEPSCs in juvenile Adnp-HT CA1 pyramidal neurons (P21). (n = 13, 3 [WT], 15, 3 [HT], Student’s t-test).

(h) Normal frequency and amplitude of sIPSCs in juvenile Adnp-HT CA1 pyramidal neurons (P21). (n = 14, 3 [WT], 20, 3 [HT], Mann-Whitney U test (frequency), Student’s t-test (amplitude)).

(i–l) Decreased neuronal intrinsic excitability in hippocampal CA1 pyramidal neurons in adult Adnp-HT mice (3–4 months; male), as shown by current-firing curve (l), but normal input resistance (i and j) and sag ratio (k). (n = 15, 4 [WT], 17, 4 [HT], two-way RM-ANOVA (for (i) and (l)), Bonferroni's test (for (l)), Student’s t-test (for (k)), and Welch’s t-test (for (j))).

(m) Normal frequency and amplitude of mEPSCs in adult Adnp-HT CA1 pyramidal neurons (3–4 months). (n = 12, 5 [WT], 14, 4 [HT], Student’s t-test).

(n) Normal frequency and amplitude of mIPSCs in adult Adnp-HT CA1 pyramidal neurons (3–4 months). (n = 12, 4 [WT], 14, 3 [HT], Student’s t-test).

(o) Normal frequency and amplitude of sEPSCs in adult Adnp-HT CA1 pyramidal neurons (2–3 months). (n = 15, 4 [WT], 16, 4 [HT], Student’s t-test).

(p) Normal frequency and amplitude of sIPSCs in adult Adnp-HT CA1 pyramidal neurons (2–3 months). (n = 13, 3 [WT], 12, 3 [HT], Student’s t-test (for frequency), and Welch’s t-test (for amplitude)).

Significance is indicated as * (< 0.05), ** (< 0.01), *** (< 0.001), or ns (not significant).

**Supplementary Figure 6. GSEA results for biological functions in the juvenile and adult Adnp-HT hippocampus.**

(a–c) Results of GSEA for juvenile (a) and adult (b and c) Adnp-HT transcripts using the gene sets in the cellular components (CC), biological process (BP), and molecular function (MF) domains of the C5 database (https://www.gsea-msigdb.org), as shown by the top-five most strongly enriched gene sets (a and b) and Cytoscape EnrichmentMap App (<https://cytoscape.org>) (the juvenile Cytoscape results are omitted because they are identical to those shown in main **Fig. 3a**).

(d and e) Up and downregulations of genes in the FMRP target gene set in juvenile and adult Adnp-HT transcripts indicated by bar graphs and fold-change distributions.

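In the bar graph of FMRP target genes, each gene is counted by the sign of its log2 fold change at each age. Among the 49 genes that could be read from Supplementary Table 5, 16 (32.7%) were higher in the libraries labelled Adnp-HT at both ages, 10 (20.4%) were lower at both, 38.8% were lower in juveniles and higher in adults, and 8.16% were higher in juveniles and lower in adults. For all genes tested at both ages, the corresponding shares were 26.9%, 29.6%, 21.2% and 22.3%.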

**Supplementary Figure 7.** **DAVID analysis of Adnp-HT PTM-DEPPs.**

(a) DAVID analysis of PTM-DEPPs (1460 proteins) for KEGG pathways and the GO terms, cellular component (CC), biological process (BP), and molecular function (MF).

**Supplementary Figure 8.** **Pathway/process analyses of up/downregulated Adnp-HT PTM-DEPPs.**

(a and b) Pathway and process analyses of up- and downregulated PTM-DEPPs (p < 0.05; 824 upregulated and 940 downregulated proteins) were performed using the Metascape program and Cytoscape visualization. Synapse, actin, and small GTPase-related clusters are indicated in red.

**Supplementary Figure 9.** **DAVID analysis of SynGO-PTM-DEPPs.**

(a) DAVID analysis of SynGO-PTM-DEPPs (PTM-DEPPs that belong to SynGO proteins; 373 proteins) for KEGG pathways and the GO terms cellular component (CC), biological process (BP), and molecular function (MF).

**Supplementary Figure 10. Total proteomic changes and comparison with phosphor-proteomic changes in the adult Adnp-HT hippocampus**.

(a) Schematic depicting our analysis of total protein patterns in the hippocampal regions of adult Adnp-HT and WT mice (4 months; male). TMT, Tandem Mass Tag; IP2, Integrated Proteomics Pipeline.

(b) Volcano plots of all proteins showing differential expression (termed Total-DEPs; p < 0.05; 449 total, 270 upregulated, and 179 downregulated) from adult Adnp-HT and WT mice (4 months). Total-DEPs with stronger changes (p < 0.05 and fold change [FC] > 1.2 and 1.5) are indicated by darker red/blue colors.

(c) DAVID analysis of Adnp-HT Total-DEPs (p < 0.05; 449 total, 270 upregulated, and 179 downregulated proteins) for GO terms associated with KEGG pathways and cellular components (CCs), biological processes (BPs), and molecular function (MFs).

(d) Pathway and process analysis of the total Total-DEPs (p < 0.05; 449 proteins [270 up and 179 down]) performed using the Metascape program and Cytoscape visualization. Synapse, actin, and small GTPase-related clusters are indicated in red.

(e and f) SynGO analysis indicates that 69 of the 449 Total-DEPs (p < 0.05) belong to SynGO proteins (~15.4%; termed SynGO-Total-DEP) and that these proteins are localized more strongly at postsynaptic sites than at presynaptic sites.

(g) A Venn diagram showing the triple overlaps among PTM-DEPPs (p < 0.05; 1460 proteins), Total-DEPs (p < 0.05; 449 proteins), and SynGO proteins (1233 proteins).

(h) Two-dimensional comparison of the FCs in PTM-DEPs (p < 0.05; 4267 peptides from 1460 proteins) and Total-DEPs (p < 0.05; 449 proteins). Note that there are limited correlations between PTM-DEPs and Total-DEPs in all quadrants. Note also that: 1) PTM-DEPs display greater FCs than Total-DEPs, as shown by the correlation coefficients for each of the four quadrants (Pearson’s test); and 2) 221 PTM-DEPs (~72.5%; from 89 proteins) change in the same direction between the genotypes (either increase/decrease), whereas 84 PTM-DEPs (~27.5%; from 50 proteins) change in opposite directions.

**Supplementary Figure 11. Known substrates of CaMKIIα in Adnp-HT PTM-DEPs and validation of synapsin 1 Ser605 phosphorylation.**

(a) A volcano plot showing Adnp-HT PTM-DEPs that overlap with known (not predicted) CaMKII substrate proteins and are significant (p < 0.05) in their changes in PTM levels.

(b) Validation of synapsin 1 hyperphosphorylation at Ser605 by immunoblot analysis. Adnp-HT lysates (crude synaptosomal/P2 fraction; 4 months) were immunoblotted for total synapsin 1, Ser605-phosphorylated synapsin 1 (p-Synapsin1), and β-actin (control). (n = 9 [WT and HT]; Mann-Whitney U test for p-synapsin 1, Student’s t-test for synapsin 1, Welch’s t-test for p-synapsin 1/synapsin 1).

**Supplementary Figure 12. Structural docking simulation for the interactions between SynGAP1 phospho-peptides and PSD-95 PDZ domains.**

(a) The domain structure (PH, C2, RasGAP, and DUF) of the mouse SynGAP1 protein (NP_001268420.1) with known/predicted CaMKII p-Ser sites. The phospho-Ser sites in Adnp-HT mice with significant increases (P < 0.05; FC > 1.4) and insignificant changes are indicated by magenta and black colors, respectively.

(b) A table summarizing the free energy (ΔG in kcal/mol; a measure of structural stability) and affinity of the complexes between the indicated SynGAP1 peptides (unphosphorylated-Ser [Nat], Ser-to-Asp mutation mimicking phosphorylated states [SD], and phosphorylated Ser [pS]) and the PDZ1/2/3 domains of PSD-95. Blue and red colors represent relatively strong and weak stability of the SynGAP1-PSD-95 complexes, respectively. Phospho-target serine residues in the peptide sequences are highlighted in red.

(c–e) Modeled structures of the complexes between SynGAP1 peptides (Nat, SD, and pS at pS765, pS766, pS1111, and pS1118 residues) and the PDZ1, PDZ2, and PDZ3 domains of PSD-95. The Nat, SD, and pS residues are indicated in yellow, blue, and red, respectively, where pS areas are highlighted by a yellow circle.

**Supplementary Figure 13. Enrichment of Adnp-HT PTM-DEPs in the calcium signaling pathway.**

(a) Enrichment of Adnp-HT PTM-DEPs in the calcium signaling pathway (KEGG). Significantly (p < 0.05) altered phosphorylations of calcium signaling pathway proteins are indicated in the boxes (red/blue/violet for increased/decrease/mixed), which include transmembrane calcium pump (i.e., PMCA [*Atp2b1/2*])/channel (i.e., CaV1/2/voltage-gated calcium channel α and β subunits [*Cacna1a/b/c/e* and *Cacnb1/2/4*]) proteins and downstream cytoplasmic calcium signaling pathway proteins (i.e., STIM [*Stim2*], RYR [*Ryr2*], CAMK [*Camk2a/b/d/g*], and CaN/calcineurin [*Ppp3ca*]). Note that the Thr498 phosphorylation in voltage-gated calcium channel subunit *β*2 [Cacn2b], known to active channel function, can be phosphorylated by CaMKIIα, suggestive of a positive feedback loop.

**Supplementary tables**

**Supplementary Table 1. Statistical details.**

**Supplementary Table 2. Raw RNA-Seq data from the hippocampal region of juvenile and adult Adnp-HT mice.**

**Supplementary Table 3. DEGs from the hippocampal transcripts in juvenile and adult Adnp-HT mice.**

**Supplementary Table 4. GSEA results for the hippocampal transcripts in juvenile and adult Adnp-HT mice.**

**Supplementary Table 5. List of ASD-related/risk gene sets used for GSEA.**

**Supplementary Table 6. Raw PTM data from WT and Adnp-HT mice.**

**Supplementary Table 7.** **Peptides with differentially expressed PTMs in WT and Adnp-HT mice (PTM-DEPs).**

**Supplementary Table 8. Raw total proteomics data from WT and Adnp-HT mice.**

**Supplementary Table 9. Total proteins differentially expressed in WT and Adnp-HT mice (Total-DEPs).**

**Supplementary Table 10. Summary of the behavioral and electrophysiological results from the current study.**

**Supplementary Table 11. The order of behavior experiments performed.**

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5

Pup

Juvenile male

a Pup USV test

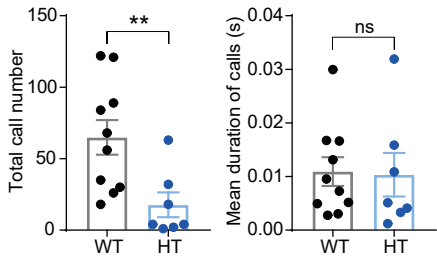

b Open-field test

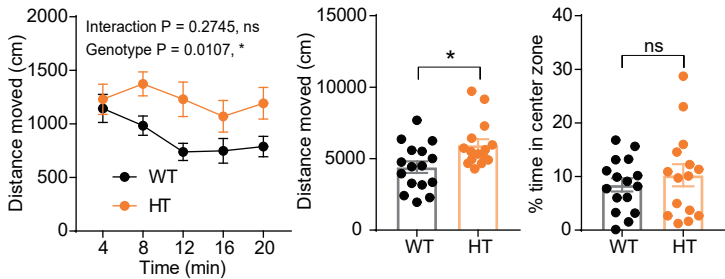

c Open-field test

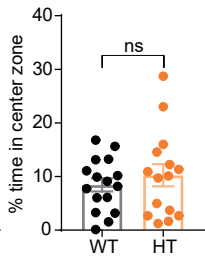

d Juvenile play

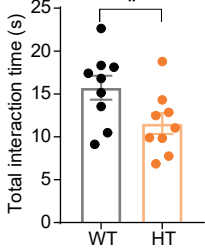

e Repetitive behavior test

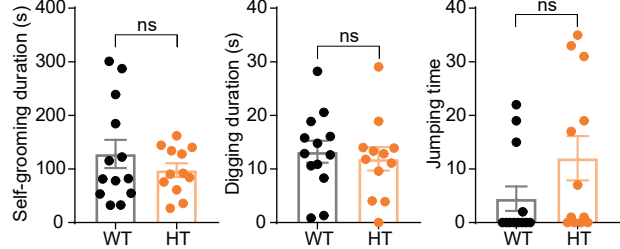

Juvenile female

f Open-field test

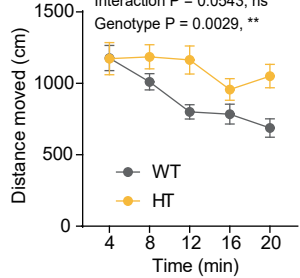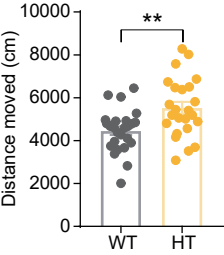

g Open-field test

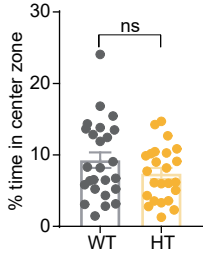

h Juvenile play

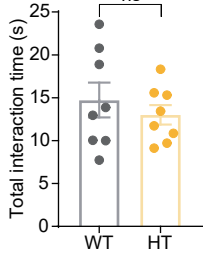

i Repetitive behavior test

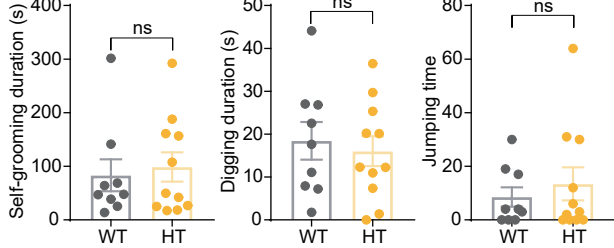

**Supplement:** Supplementary file 4 — Supplementary Figure 3

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5

Hippocampus CA1 neuronal intrinsic excitability

**a** Interaction  $P = 0.0091$ , \*\*  
Genotype  $P = 0.0849$ , ns

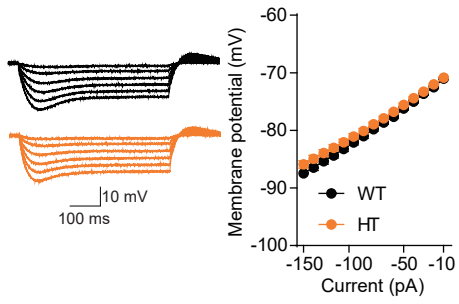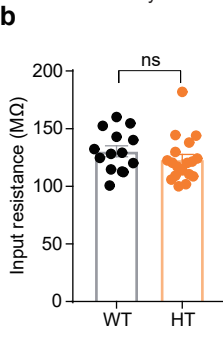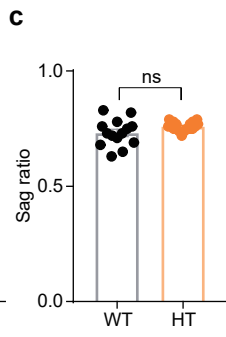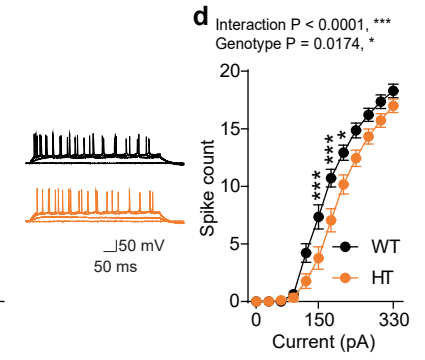

**e** mEPSCs

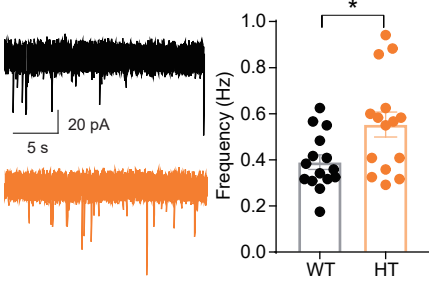

**f** mlPSCs

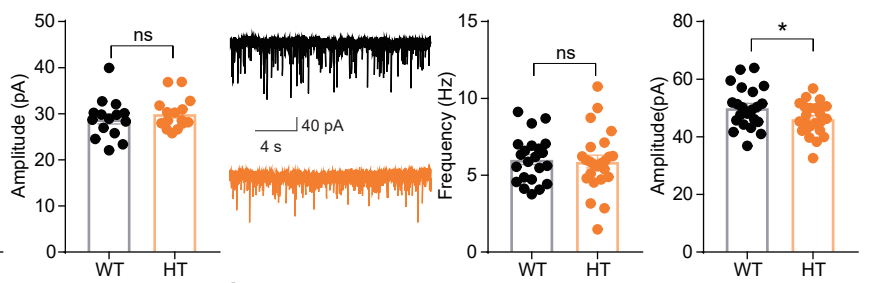

**g** sEPSCs

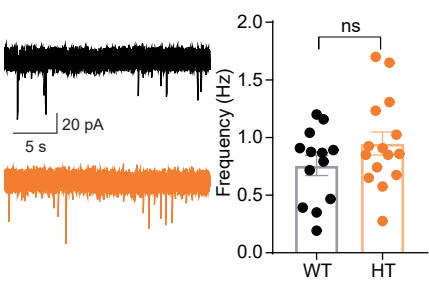

**h** slPSCs

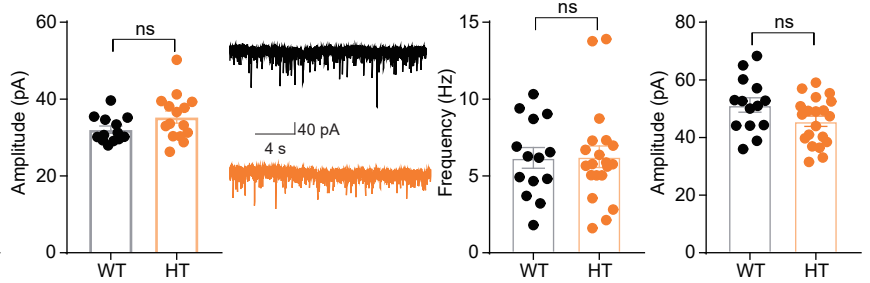

Adult

Hippocampus CA1 neuronal intrinsic excitability

**i** Interaction  $P = 0.4978$ , ns  
Genotype  $P = 0.0960$ , ns

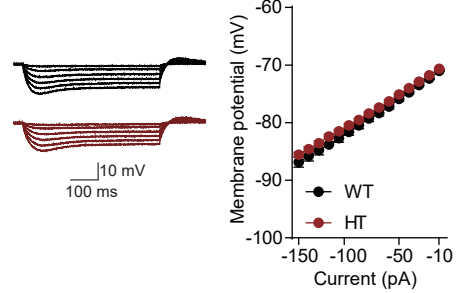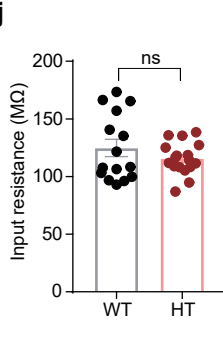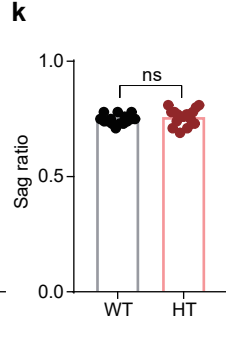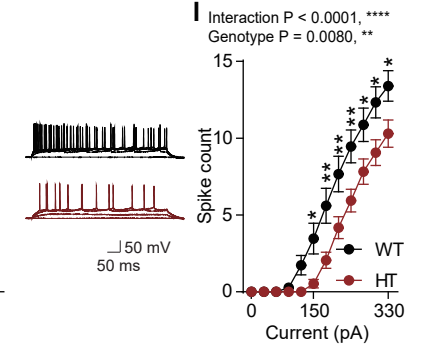

**m** mEPSCs

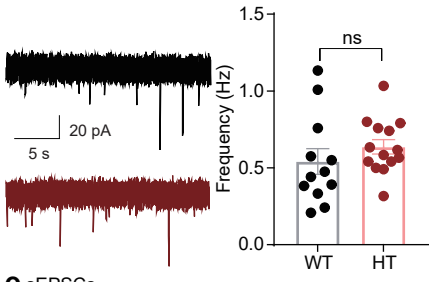

**n** mlPSCs

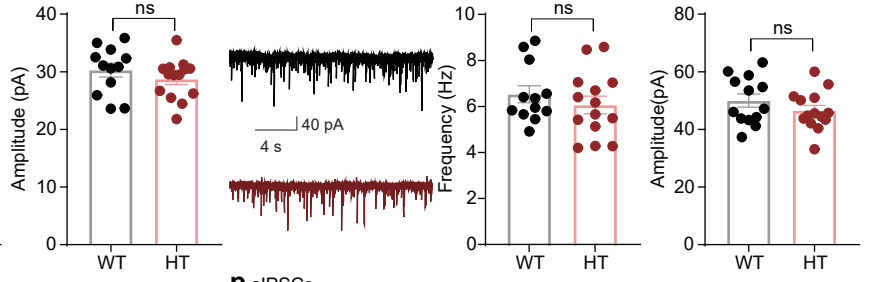

**o** sEPSCs

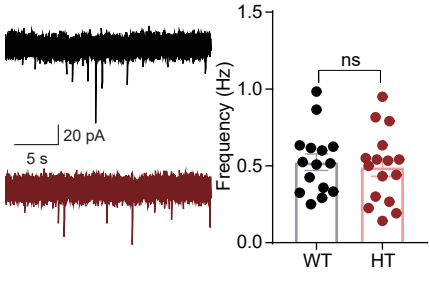

**p** slPSCs

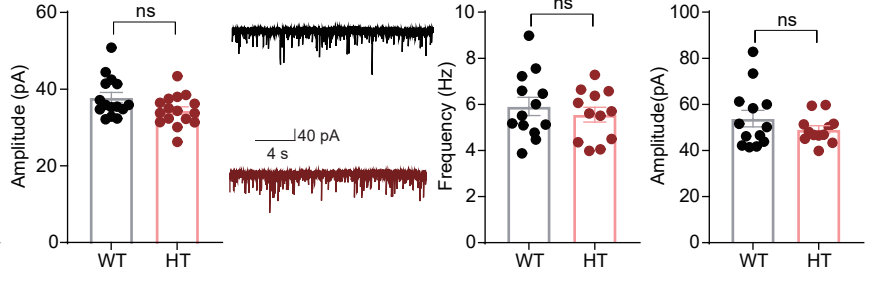

**Supplement:** Supplementary file 6 — Supplementary Figure 5

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5

**a**

Juvenile

|       | GO terms                                       | NES   | FDR q-val |
|-------|------------------------------------------------|-------|-----------|
| GO CC | Mitochondrial membrane part                    | 2.63  | 0.019     |
|       | Inner mitochondrial membrane protein complex   | 2.51  | 0.023     |
|       | Mitochondrial protein complex                  | 2.42  | 0.028     |
|       | Ribosome                                       | 2.41  | 0.022     |
|       | Respirasome                                    | 2.33  | 0.029     |
| GO BP |                                                |       |           |
| GO MF | Oxidoreductase activity acting on NADPH        | 2.86  | 0.005     |
|       | Proton transmembrane transporter activity      | 2.43  | 0.041     |
| GO CC | Lysosomal lumen                                | -2.81 | 0.001     |
|       | Extracellular matrix                           | -2.78 | 0.001     |
|       | Collagen containing extracellular matrix       | -2.45 | 0.018     |
|       | Receptor complex                               | -2.43 | 0.016     |
|       | Cell cell junction                             | -2.37 | 0.022     |
| GO BP | Urogenital system development                  | -2.86 | 0.016     |
|       | Heart development                              | -2.82 | 0.011     |
|       | Renal system development                       | -2.80 | 0.008     |
|       | Histone methylation                            | -2.75 | 0.010     |
|       | Aminoglycan catabolic process                  | -2.72 | 0.011     |
| GO MF | E box binding                                  | -2.71 | 0.018     |
|       | Voltage gated cation channel activity          | -2.44 | 0.059     |
|       | Metal ion transmembrane transporter activity   | -2.42 | 0.045     |
|       | Rac guanyl nucleotide exchange factor activity | -2.40 | 0.038     |
|       | Voltage gated potassium channel activity       | -2.38 | 0.033     |

**b**

Adult

|       | GO terms                                         | NES   | FDR q-val |
|-------|--------------------------------------------------|-------|-----------|
| GO CC | Neuron to neuron synapse                         | 4.64  | 0         |
|       | Postsynaptic membrane                            | 4.57  | 0         |
|       | Synaptic membrane                                | 4.35  | 0         |
|       | Glutamatergic synapse                            | 4.31  | 0         |
|       | Axon part                                        | 4.21  | 0         |
| GO BP | Regulation of trans synaptic signaling           | 4.89  | 0         |
|       | Synapse organization                             | 4.73  | 0         |
|       | Axon development                                 | 4.28  | 0         |
|       | Regulation of synaptic plasticity                | 4.04  | 0         |
|       | Regulation of cation channel activity            | 4.02  | 0         |
| GO MF | Calcium ion transmembrane transporter activity   | 3.45  | 0         |
|       | Cation channel activity                          | 3.35  | 0         |
|       | Gated channle activity                           | 3.23  | 0         |
|       | Metal ion transmembrane transporter activity     | 3.19  | 0         |
|       | Passive transmembrane transporter activity       | 3.06  | 0         |
| GO CC | Mitochondrial protein complex                    | -3.19 | 0         |
|       | Organelle inner membrane                         | -3.12 | 0         |
|       | Mitochondrial membrane part                      | -3.02 | 0         |
|       | Ribosome                                         | -2.73 | 0.001     |
|       | Mitochondrial matrix                             | -2.70 | 0.001     |
| GO BP | Respiratory electron transporter chain           | -2.97 | 0.004     |
|       | Electron transport chain                         | -2.81 | 0.010     |
|       | Mitochondrial respiratory chain complex assembly | -2.80 | 0.007     |
|       | Oxidative phosphorylation                        | -2.65 | 0.022     |
|       | ATP synthesis coupled electron transport         | -2.59 | 0.032     |
| GO MF | Structural constituent of ribosome               | -2.95 | 0.003     |
|       | Electron transfer activity                       | -2.69 | 0.006     |
|       | 2 Fe-2S cluster binding                          | -2.43 | 0.032     |

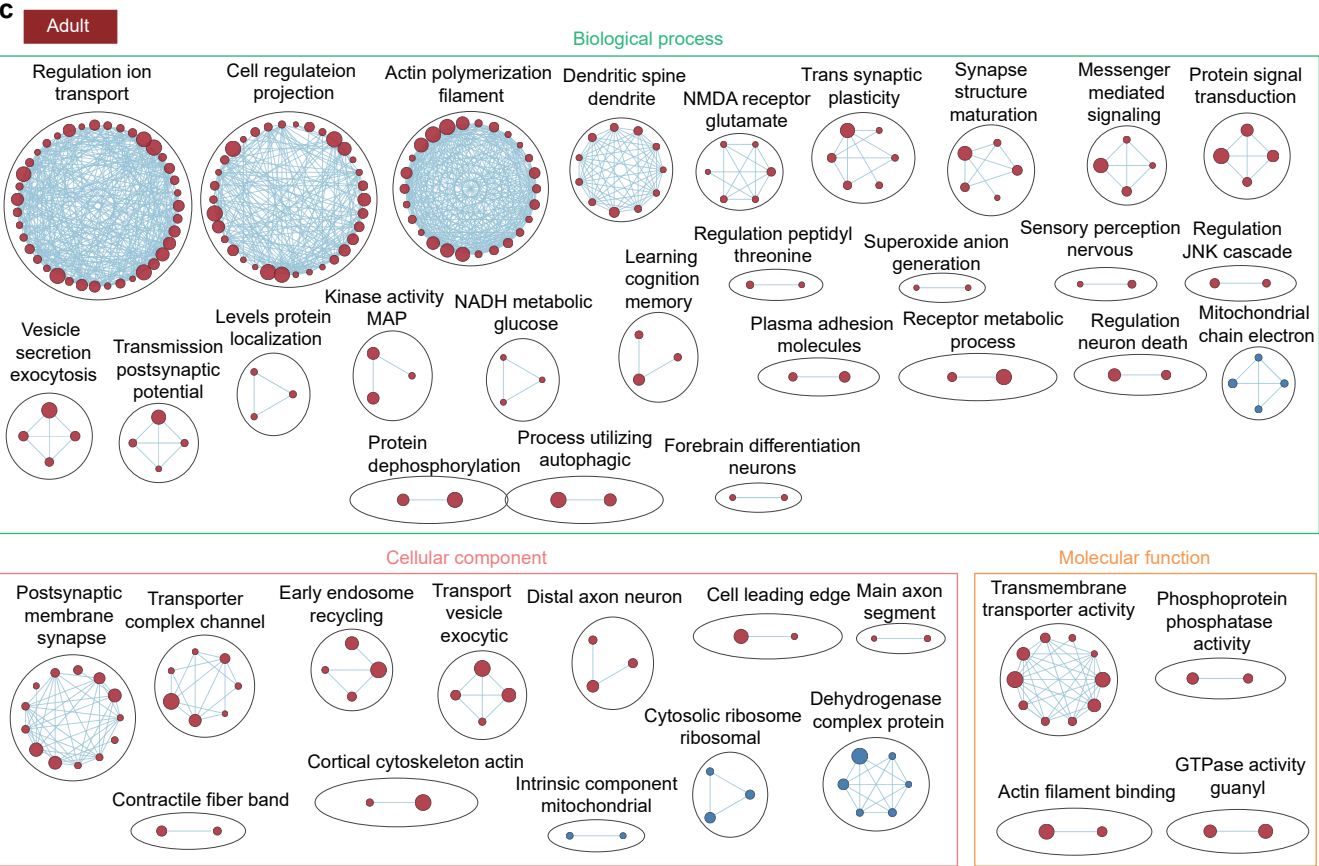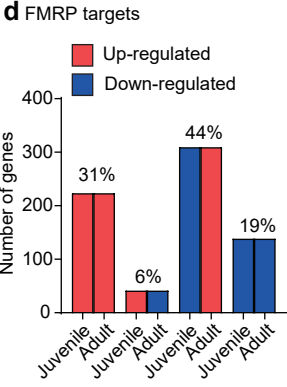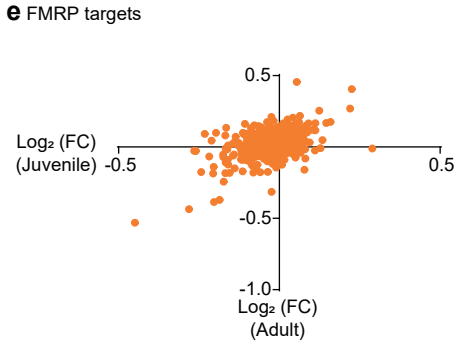

**Supplement:** Supplementary file 7 — Supplementary Figure 6

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5

**a** Total proteomics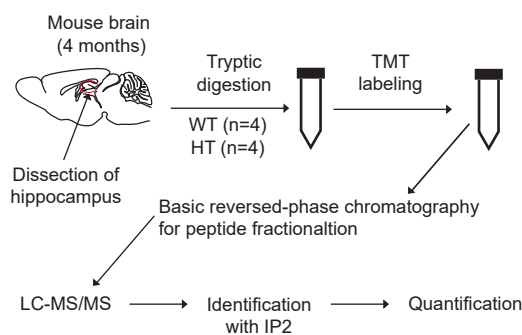**c** DAVID analysis of Total-DEP ( $p < 0.05$ ; 449)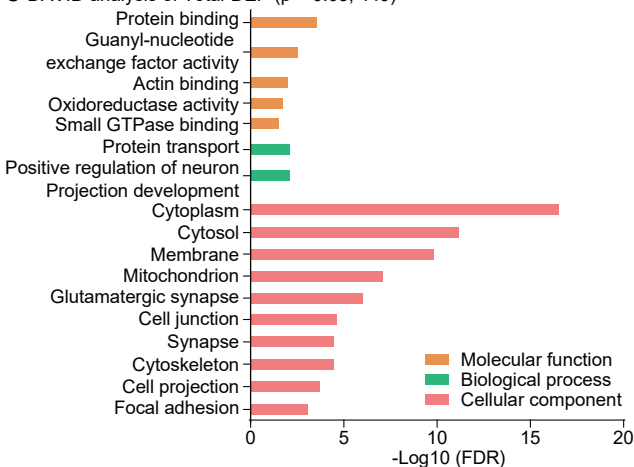**e**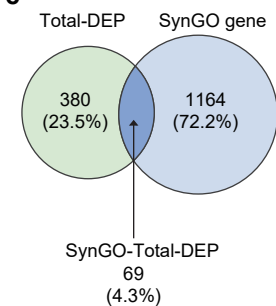**f** SynGO-Total-DEP ( $p < 0.05$  + SynGO overlap; Total 69, Up 32, Down 37)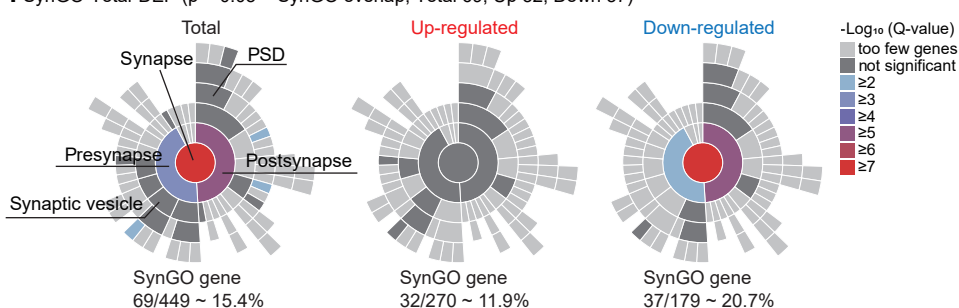**g**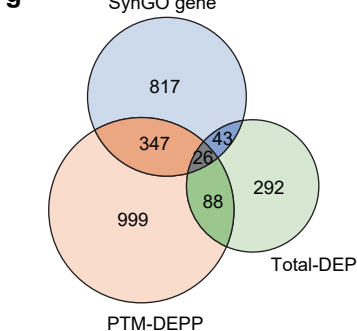**h** Correlogram of PTM-DEP & Total-DEP ( $p < 0.05$ ; 114)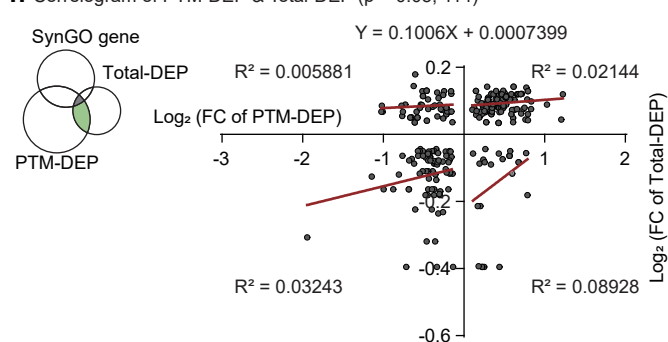

**Supplement:** Supplementary file 11 — Supplementary Figure 10

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5

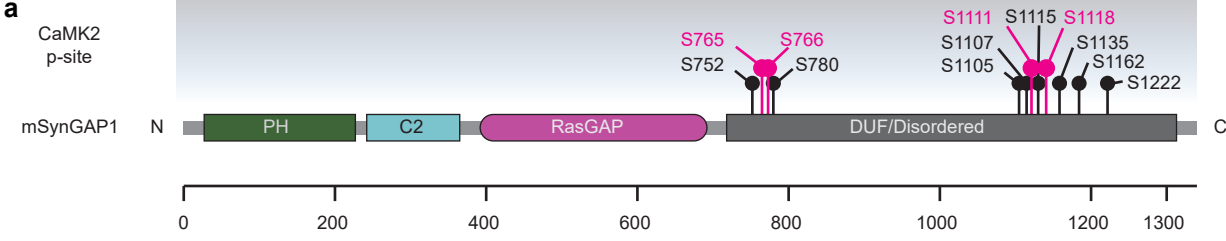

**b**

|              |                 | PDZ1 domain       |      |      | PDZ2 domain       |      |      | PDZ3 domain       |      |      |
|--------------|-----------------|-------------------|------|------|-------------------|------|------|-------------------|------|------|
|              |                 | DeltaG (Kcal/mol) |      |      | DeltaG (Kcal/mol) |      |      | DeltaG (Kcal/mol) |      |      |
|              |                 | Nat               | SD   | pS   | Nat               | SD   | pS   | Nat               | SD   | pS   |
| S752         | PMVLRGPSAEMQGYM | -6.6              | -5.2 | -4.7 | -6.3              | -7.0 | -4.7 | -7.8              | -6.8 | -6.2 |
| <b>S765</b>  | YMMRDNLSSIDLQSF | -9.0              | -7.1 | -6.0 | -7.1              | -8.0 | -5.6 | -6.9              | -8.1 | -6.4 |
| <b>S766</b>  | MMRDNLSSIDLQSF  | -7.0              | -8.3 | -4.9 | -7.6              | -6.5 | -6.3 | -9.4              | -6.1 | -7.5 |
| S780         | MARGLNSMDMARLP  | -8.1              | -6.2 | -5.6 | -7.0              | -8.5 | -6.4 | -10.0             | -6.9 | -4.3 |
| S1105        | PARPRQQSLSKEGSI | -6.0              | -5.3 | -5.0 | -6.7              | -7.2 | -5.8 | -7.8              | -8.4 | -5.5 |
| S1107        | RPRQQSLSKESIGG  | -10.5             | -7.6 | -5.3 | -7.3              | -9.2 | -7.4 | -6.8              | -7.6 | -5.3 |
| <b>S1111</b> | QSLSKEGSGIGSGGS | -6.4              | -7.7 | -5.7 | -7.2              | -7.8 | -5.8 | -7.9              | -7.6 | -6.4 |
| S1115        | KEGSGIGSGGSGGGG | -8.0              | -8.5 | -3.6 | -8.7              | -7.7 | -4.8 | -7.6              | -7.5 | -5.8 |
| <b>S1118</b> | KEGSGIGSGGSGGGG | -8.0              | -7.8 | -4.5 | -8.7              | -6.6 | -5.1 | -7.6              | -7.5 | -6.0 |
| S1135        | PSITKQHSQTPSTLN | -7.8              | -9.5 | -6.7 | -9.5              | -9.7 | -7.2 | -8.1              | -8.9 | -7.0 |
| S1162        | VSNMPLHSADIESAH | -7.3              | -7.7 | -6.1 | -8.4              | -8.6 | -6.9 | -7.7              | -8.8 | -6.4 |
| S1222        | EYERRLLSQEEQTSk | -8.8              | -5.2 | -6.3 | -7.2              | -6.2 | -7.7 | -7.5              | -6.3 | -5.9 |

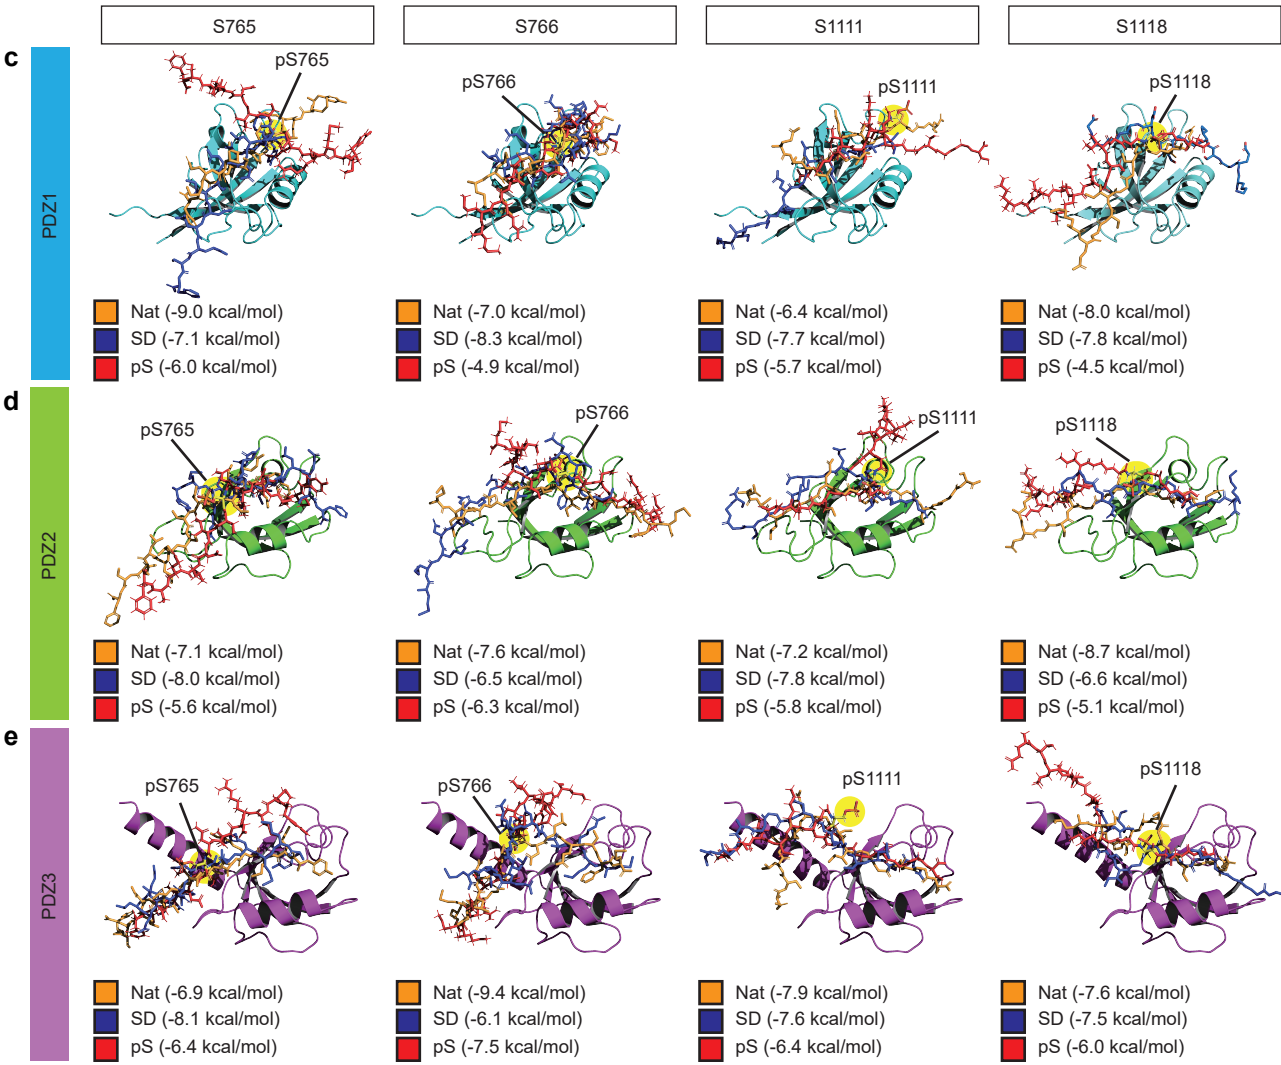

**Supplement:** Supplementary file 13 — Supplementary Figure 12

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5
**Supplement:** Supplementary file 15 — Supplementary Table

**Supplementary Table 10. Summary of the behavioral and electrophysiological results from the current study.**

|  | **Behavior domain** | **Behavior test** | **Adnp HT** | |
| --- | --- | --- | --- | --- |
|  |  |  | **Male** | **Female** |
| **Pup** | Social communication | Pup USV test | **Total call number ↓** | |
| **Juvenile** | Basal activity | Open field test | **Hyperactivity** | **Hyperactivity** |
|  | Social interaction test | Juvenile play | **Total interaction ↓** | NS |
|  | Repetitive behavior test | Home cage repetitive behavior test | NS | NS |
| **Adult** | Basal activity | Open field test | **Hypoactivity** | **Hypoactivity** |
|  | Anxiety | Open field test | **Anxiety-like behavior** | NS |
|  |  | Elevated plus maze test |  |  |
|  |  | Light-dark test |  | **Anxiety-like behavior** |
|  | Social interaction test | Direct social interaction test | **Total interaction ↓** | **Total interaction ↓** |
|  | Social communication | Courtship USV test | **Mean duration ↑** | NM |
|  | Repetitive behavior test | Home cage repetitive behavior test | NS | NS |
|  | Learning and memory | Morris water maze test | **Impaired forward learning and memory & reversal learning and memory** | **Impaired forward learning & reversal learning and memory** |

NS: Not significant, NM: Not measured

| Measurement | | Juvenile (3 weeks) | Adult (2-4 months) |
| --- | --- | --- | --- |
| Whole cell recording | Nueronal intrinsic excitability | **Spike count ↓** | **Spike count ↓** |
|  | mEPSCs | **Frequency ↑** | NS |
|  | mIPSCs | **Amplitude ↓** | NS |
|  | sEPSCs | NS | NS |
|  | sIPSCs | NS | NS |
|  | NMDA/AMPA | NS | NS |
| Field recording | Paired pulse ratio | **Slope ratio ↓** | NS |
|  | Input/output | NS | **Interaction change** |
|  | 100HZ HFS LTP | NS | **↑** |
|  | 1HZ LFS LTD | **↓** | **↓** |

NS: Not significant

# Supplementary material for: Adnp-mutant mice with cognitive inflexibility, CaMKIIα hyperactivity, and synaptic plasticity deficits
**Source:** Mol Psychiatry. 2023 Jun 26;28(8):3548–62. doi: 10.1038/s41380-023-02129-5
**Supplement:** Supplementary file 15 — Supplementary Table

**Supplementary Table 11. The order of behavior experiments performed.**

| 1. The order of behavior experiments for juvenile male Adnp-HT mice | | | |
| --- | --- | --- | --- |
| Cohort1 | Open-field test | Repetitive behavior |  |
| Cohort2 | Open-field test |  |  |
| Cohort3 | Repetitive behavior |  |  |
| Cohort4 | Open-field test | Juvenile play |  |
| Cohort5 | Juvenile play |  |  |

| 2. The order of behavior experiments for juvenile female Adnp-HT mice | | | |
| --- | --- | --- | --- |
| Cohort1 | Open-field test | Repetitive behavior |  |
| Cohort2 | Open-field test |  |  |
| Cohort3 | Repetitive behavior |  |  |
| Cohort4 | Open-field test | Juvenile play |  |
| Cohort5 | Open-field test | Juvenile play |  |

| 3. The order of behavior experiments for adult male Adnp-HT mice | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Cohort1 | Open-field test | Elevated plus-maze | Light-dark test | Direct interaction | Repetitive behavior | Adult USV |
| Cohort2 | Elevated plus-maze | Light-dark test | Direct interaction | Repetitive behavior | Adult USV | Morris water maze |
| Cohort3 | Elevated plus-maze | Light-dark test | Direct interaction | Adult USV |  |  |
| Cohort4 | Open-field test | Light-dark test | Direct interaction |  |  |  |
| Cohort5 | Open-field test | Repetitive behavior | Morris water maze |  |  |  |

| 4. The order of behavior experiments for adult female Adnp-HT mice | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Cohort1 | Open-field test | Elevated plus-maze | Light-dark test | Direct interaction |  |  |
| Cohort2 | Open-field test | Elevated plus-maze | Light-dark test | Direct interaction | Repetitive behavior | Morris water maze |
| Cohort3 | Morris water maze |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

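The RNA-Seq experiment compared the hippocampus of 5 mice labelled Adnp-HT with that of 5 mice labelled WT at each of 2 ages, 3 weeks and 4 months. Age, genotype and replicate number of each of the 20 samples were taken from the sample labels, and the ages from the paper's methods as well. A single table of processed values was analysed, and the reads themselves, the proteomic data and the counts before normalization were not used here.

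The authors estimated transcript abundance with Salmon in quasi-mapping mode with correction for GC bias on GRCm38, imported it per gene with tximport, and deposited the signal of each gene and sample as a DESeq2-normalized count, the count divided by a size factor. The deposited values are not whole numbers and their totals are about equal in all samples, from 31893000 to 32683300, which fits a normalization over all 20 samples together. Sequencing depth is therefore unknown, and no interval or detection floor that needs it is given.

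From these values, log2(normalized count + 1) was computed, and genotypes were compared at each age on its own with limma 3.58.1 and its mean-variance trend in R 4.3.3, for genes with a mean of at least 10 over the 10 samples of that age. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p-value under 0.05 were called differentially expressed. Every adjusted p given for a single gene is limma's, and standard errors are those of limma's moderated fit. The difference between ages was tested with limma as the interaction of genotype and age over all 20 samples. DESeq2 was not used, because the values were already normalized. Single values and set scores were compared by two-sided exact permutation tests of 5 mice against 5, whose smallest p is 0.00794, and lists by Fisher's exact test.

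Enrichment followed the GSEA settings of the paper's methods, with genes ranked by signed fold change times 1/p, the classic running-sum score and 1000 gene permutations, and the normalized enrichment score (NES) was computed in R. The adjusted p of an NES comes from this permutation of genes, with adjustment over the 36 tests of 18 sets at 2 ages, or over 18 sets for the difference between ages. Of the sets, 8 were defined by patterns of mouse gene symbols before the data were examined, and 10 were the parts of the ASD-related sets listed in Supplementary Table 5 that could be read. The C5, DAVID and SynGO collections were not used here. Set scores in single mice are the mean of the log2 values of the genes of the set, each centred over the 10 mice of that age.

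Gene symbols, positions, transcript GC content and transcript length came from GENCODE vM21 on GRCm38, which matched 19241 of the 19258 genes. *Clec18c* of Fig. 2a was matched through Supplementary Table 2, where its identifier carries the symbol *Clec18a* in the annotation. For *Pcdha11*, a symbol shared by 2 genes, the identifier given in Supplementary Table 2 was used. Both this choice and the rule that a set holds every gene whose symbol matches its pattern, rather than 1 gene per symbol, were made after values had been seen, and the effect on the sets is given with the other alternatives.

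The genes named were fixed by a rule written before the data were examined, namely *Adnp*, the genes the text names for the RNA-Seq results, the genes labelled in Fig. 2a, and at each age the 3 genes with the largest increase and the 3 with the largest decrease among DEGs whose groups do not overlap. *Gm20716*, *Dpm1* and other genes outside the rule were named after their values were seen. The targeted gene, *Adnp*, was higher rather than lower in the mice labelled Adnp-HT, so directions are given for the libraries labelled Adnp-HT.

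The methods were tested on simulated values with 200 changed genes. The fits recovered 181 of them in juveniles and 180 in adults, with 8 and 9 other genes called. The raised genes had a median log2 fold change of 1.00 in juveniles and 1.01 in adults, so smaller changes were not tested. The enrichment test was run on independent random numbers instead, with sets shifted by a full SD. It recovered 20 of 20 shifted sets and called 2 of 20 sets that were not shifted. Smaller shifts and sets of correlated genes were not tested.

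The alternatives, set before the data were examined, were pseudocounts of 0.1 and 5, all genes with a value above 0, genes with a mean of at least 100, quantile normalization between samples, the replicate number as a block, the postnatal day as a covariate in juveniles, all 20 samples in a single fit, limma without the trend, limma's camera test with an inter-gene correlation of 0.01, ranking by the moderated t, and leaving out each mouse in turn. The replicate numbers come from the labels and number different mice. The postnatal day of the column names as a covariate, and sets with 1 gene per symbol, were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.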

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

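The tests of the genes that overlap *Adnp*, including that of mislabelled samples, and the use of quantile normalization, an alternative set before, to test the authors' scaling as an explanation were chosen after the results were seen, and the other tests of this part were set before.

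The deposited value of single mice stood apart from the other 4 of its group for 6 gene and group combinations. These were *Col6a2* in juvenile Adnp-HT replicate 2 (1037 normalized counts, others from 1275 to 1355), *Tnfrsf8* (67.2, others from 79.0 to 83.7), *Pcdhgb2* (280, others from 321 to 337), *Fermt1* (43.9, others from 23.2 to 27.9) and *Fam220a* (48.5, others from 6.67 to 15.0) in adult Adnp-HT replicate 2, and *Capn12* in adult Adnp-HT replicate 4 (12.0, others from 7.03 to 7.83). With 120 groups tested, 6 such values arise by chance. Of the 6, 4 belong to adult Adnp-HT replicate 2, and without that mouse 87 adult genes had an adjusted p-value under 0.05, against 112 with it. Leaving out other single adult mice gave from 41 to 135 genes, so this mouse did not stand apart by its effect on the count. No technical or biological explanation was tested for these values.

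Several gene sets shifted differently at the 2 ages in the libraries labelled Adnp-HT by the test of the difference itself. The normalized enrichment score of the difference was −3.31 for oxidative phosphorylation subunits, −2.34 for cytosolic and −2.02 for mitochondrial ribosomal proteins, 3.13 for glutamate receptor and postsynaptic scaffold genes, 2.32 for clustered protocadherin genes, 1.88 for voltage-gated calcium channel genes, 2.69 for FMRP targets, and 2.45 for both De Novo Missense and De Novo Variants, which hold the same genes in the part of the lists that could be read. These scores come from permuting genes. The mice were therefore also split at both ages, in 100 of the 512 splits that only exchange genotypes between same-numbered mice. Other regroupings at both ages were not run. Of the 100 splits, 42 gave a score for oxidative phosphorylation subunits as far from 0 as the real split. For glutamate receptor and postsynaptic scaffold genes 4 of 100 did, and for FMRP targets 7 of 100 did, the real split included in each. At least as many sets as the real 9 passed for the difference in 28 of the 100 splits. The shifts of oxidative phosphorylation subunits and of FMRP targets therefore cannot be told apart from variation between single mice. The other sets were not tested against splits of the mice.

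Technical explanations were weighed for the opposite shifts of oxidative phosphorylation and synaptic genes. After removing each sample's trend with GC content and transcript length, the score of the difference was −2.92 for oxidative phosphorylation subunits and 2.83 for glutamate receptor and postsynaptic scaffold genes, so this bias does not account for them. Other sets did depend on this correction. Of the 36 set tests at the 2 ages, 12 passed after it, of which 11 also passed without it, and 3 changed sign. The adult score of clustered protocadherin genes turned from positive to −1.83 (adjusted p = 0.0459), so the direction of that set in adults is not settled. Co-Exp Down M12 in juveniles (−0.52) and high-confidence SFARI genes in adults (−0.72) also turned negative and did not pass. Of the sets that differed between the ages, voltage-gated calcium channel genes no longer passed after it (1.65, adjusted p = 0.0538). Markers of choroid plexus, neighbouring brain tissue, meninges, blood and oligodendrocytes did not pass at either age after adjustment (lowest adjusted p = 0.317 by exact permutation tests), but with 10 tests of 5 mice against 5 a single fully separated set could not have passed. In adult libraries labelled Adnp-HT, blood markers were lower by −0.64 (unadjusted exact p = 0.0317) and choroid plexus markers by −1.06 (unadjusted exact p = 0.214) on the log2 scale, so a difference in tissue is not ruled out. Immediate early genes, a marker of neuronal activity when the tissue was taken, did not differ (lowest exact p = 0.714). With the postnatal day as a covariate, the juvenile score of oxidative phosphorylation subunits was 2.65, but the days are the same in the 2 genotypes apart from their order, so this covariate could hardly move it and the test says little. Random sets matched on mean expression to oxidative phosphorylation subunits had a median log2 fold change as far out in a share of 0.0132 or less at each age, so the level of expression does not account for the shift of that set. The synaptic set was not tested in this way. The authors' scaling between samples matters for the synaptic set, since its adult score was 1.21 after quantile normalization and no longer passed. Its score for the difference between ages then was 2.25 (adjusted p = 0.0172), and that of oxidative phosphorylation subunits was −3.69 (adjusted p = 0.0126), so the scaling does not account for the whole difference. The differences of mitochondrial ribosomal proteins (−1.30, adjusted p = 0.285), FMRP targets (1.65, adjusted p = 0.107) and both De Novo sets (1.31, adjusted p = 0.285) no longer passed after it. Reads shared between ribosomal protein genes and their pseudogenes were not tested. The adult shift of the synaptic set on its own cannot be told apart from an effect of scaling. Its difference between ages remained after quantile normalization, and is not called biological here because not every technical explanation was tested or ruled out for this set.

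In the annotated gene *Gm20716*, which the paper does not discuss, the log2 ratio of mean normalized counts between the libraries labelled Adnp-HT and WT libraries was −0.24 in juveniles and −0.65 in adults, lower in 5 of 5 adult libraries. *Gm20716* shares the last 3 exons of *Adnp* and most exons of *Dpm1* in the annotation, and *Adnp* and *Dpm1* were higher in the same libraries. Reads shared between these genes are a candidate explanation. The log2 ratio of the sum of the 3 genes was −0.031 in adults, and that of *Gm20716* and *Dpm1* together was −0.27, so neither sum rose as *Adnp* and *Dpm1* did on their own. The sum of *Adnp* and *Gm20716*, which hold exon 5, was lower, at −0.068 in juveniles and −0.161 in adults, in the direction of the labels. The rise of *Adnp* and of *Dpm1* may thus reflect how reads were assigned rather than more transcript. Mislabelled samples could also place *Adnp* higher in the libraries labelled Adnp-HT. The fall of *Gm20716* by 0.65 on the log2 scale goes in the direction of the labels, but this gene was chosen after its values were seen, so it cannot decide on mislabelling. With the labels, 67 juvenile and 112 adult genes passed, and the other splits run into 5 and 5 mice gave at most 6 and 50. These counts argue against an exchange of some labels within an age, for the splits run. Unequal groups were not run. An exchange of all labels would leave the counts unchanged, so it cannot be told apart from these values. The reads of single exons were not analysed here.

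*E230025N22Rik*, which the paper does not discuss, had log2 fold changes of 4.31 in juveniles and 4.50 in adults, and was higher in 5 of 5 libraries labelled Adnp-HT than in any WT library at each age. In WT libraries its value was as low as 0, so the size of its log2 fold changes depends on the pseudocount. It lies on chromosome 18, which also holds the clustered protocadherin genes. Reads from related genes or a strain variant were not tested for it, and no biological explanation was tested.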

How the results depend on the processing

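No test of this part was chosen after the result was seen except 2 settings, the postnatal day of the column names and sets with 1 gene per symbol, which were added after the data were seen, and all other alternatives were set before the data were examined.

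Pseudocounts of 0.1 and 5, a filter that keeps all genes with a value above 0, quantile normalization and the postnatal day as a covariate left the counts of genes with an adjusted p-value under 0.05 within 1.5 times of the main counts of 67 in juveniles, 112 in adults and 24 at both ages. The day of the labels gave 59 and the day of the column names 67 juvenile genes. For 3 other settings, and for the replicate block described below, counts moved further. Keeping only genes with a mean of at least 100 gave 39 juvenile genes. Limma without the trend gave 31 juvenile, 50 adult and 11 shared genes. All 20 samples in a single fit gave 110 juvenile, 188 adult and 51 shared genes. Across the 10 fits per age that each left out one mouse, the counts ran from 26 to 59 in juveniles and from 41 to 135 in adults, and from 11 to 27 at both ages across 20 such fits. Of the main calls, 22 of 67 juvenile and 35 of 112 adult genes were kept in all 10 fits of their age. The share of higher genes ran from 73.6% to 86.0% in juveniles and from 82.2% to 92.7% in adults across these fits. The cause was not tested.

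No gene passed for the difference between ages in the main setting (0 genes, 1114 at an unadjusted p under 0.05), under any of the 6 alternatives tried, or with any of the 20 mice left out. In simulated data the same fit recovered 165 of 200 changed genes. The raised genes in the simulated fits of single ages had a median log2 fold change of 1.00 in juveniles and 1.01 in adults. The real adult DEGs had a median absolute log2 fold change of 0.41. The simulation therefore does not show that differences between ages of that smaller size would be found.

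Of the 36 gene set tests, 17 passed, with De Novo Missense and De Novo Variants, which hold the same genes here, each counted. The number was 6 with limma's camera test and from 10 to 22 across the 20 fits that each left out one mouse. It was 18 with genes of a mean of at least 100, 12 after quantile normalization, 15 with ranking by the moderated t and 18 with 1 gene per symbol in each set. That last choice concerned 1 set, clustered protocadherin genes, whose adult score was 1.84 (adjusted p = 0.0377) in place of 1.76 (adjusted p = 0.0595). The enrichment test also called 2 of 20 unshifted sets in simulated data, where genes were independent of each other. Directions changed for sets that did not pass in the main setting. Co-Exp Down M12 in juveniles was negative with camera (adjusted p = 0.813), and its score ran from −1.54 to 1.30 across the fits that each left out one mouse. DEG Up in adults had a score of 0.63 with genes of a mean of at least 100 and from −1.38 to 0.95 across those fits, and in juveniles from −1.49 to 0.81. SFARI genes in adults had scores of −1.001 (all) and −1.01 (high-confidence) after quantile normalization, and from −0.93 to 1.18 and from −0.80 to 1.12 across those fits. Cytosolic ribosomal proteins in juveniles ran from −1.77 to 3.50. The cause was not tested.

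Across single settings other than leaving out a mouse, 146 set scores kept their direction and side of the threshold, 24 no longer passed, 7 newly passed and 5 reversed. Across fits that left out one mouse, 274 were unchanged in this sense, 45 no longer passed, 22 newly passed and 19 reversed. For the named genes, 159 and 507 were unchanged, 18 and 82 no longer passed, and 2 and 6 newly passed. The log2 fold change of *Camk2a* in juveniles turned from −0.037 to 0.045 after quantile normalization, and the cause was not tested. The share of FMRP targets with opposite directions was 46.9%, or 40.8% after quantile normalization.

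With the replicate number as a replicate block, 39 juvenile, 39 adult and 12 shared genes had an adjusted p-value under 0.05, of which 36 juvenile and 34 adult genes were also called without it. Higher genes were then 87.2% in juveniles and 82.1% in adults, 16 set tests passed, and the score of Co-Exp Down M12 in juveniles was −0.72. The numbers do not pair the mice, since same-numbered mice are different animals and the mean correlation of their deviations from the group means was −0.048 in juveniles and 0.005 in adults. The cause was not tested.

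The deposited values are normalized, so the depth is unknown and limits on genes with low values could not be set.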

Differences from the paper's values

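No test of this part was chosen after the result was seen.

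The paper's numbers of DEGs are 161 in juveniles and 213 in adults, and the numbers here were 67 and 112. The paper's numbers of upregulated genes are 89 and 178, against 50 and 93 here. The paper's numbers of downregulated genes are 72 and 35, against 17 and 19 here. The shared genes in the paper's Supplementary Table 3 number 54, against 24 here. Of the alternatives set before the data were examined, all 20 samples in a single fit came within 1.5 times of the paper's values for juvenile DEGs (110), adult DEGs (188), juvenile upregulated genes (77), adult upregulated genes (151), adult downregulated genes (37) and shared genes (51). Adult downregulated genes also came within it when WT replicate 3 was left out (24). No other alternative did so for these counts, and none did for juvenile downregulated genes.

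The log2 fold change of *Prss41* in juveniles was 3.56, against the paper's 3.99. It was 4.03 with a pseudocount of 0.1, and no other alternative set before the data were examined came within the error of the paper's value.

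Genes that the paper calls and that did not pass the threshold here are given with their adjusted p and its range over the alternatives. In adults, these were *Adnp* (adjusted p = 0.0913, from 0.0355 to 0.223), *Orai2* (0.0669, from 0.038 to 0.207), *Grina* (0.0502, from 0.0163 to 0.251), *Ryr1* (0.0677, from 0.063 to 0.186), *Fermt1* (0.0724, from 0.00824 to 0.186), *Abi3bp* (0.0565, from 0.0106 to 0.144), *Tead2* (0.0707, from 0.0477 to 0.152) and *Ptgfr* (0.125, from 0.0594 to 0.277). All 20 samples in a single fit called *Adnp*, *Orai2*, *Grina*, *Fermt1*, *Abi3bp* and *Tead2*. A pseudocount of 0.1 and genes with a mean of at least 100 each called *Grina*, a pseudocount of 5 called *Abi3bp*, and 1 of the 10 fits that left out one mouse called each of *Orai2*, *Fermt1* and *Tead2*. No setting called *Ryr1* or *Ptgfr*.

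In juveniles, the genes were *Dpm1* (0.0697, from 0.0108 to 0.181), *Ighm* (0.0672, from 0.0315 to 0.195), *Adra1b* (0.0687, from 0.0286 to 0.157), *Pcdhb6* (0.123, from 0.0315 to 0.295), *Pcdha11* (0.15, from 0.0627 to 0.297) and *Ramp3* (0.147, from 0.0274 to 0.334). All 20 samples in a single fit called *Ighm* and *Pcdhb6*, the replicate block called *Dpm1*, and 1 of the 10 fits that left out one mouse called each of *Dpm1*, *Adra1b* and *Ramp3*. No setting called *Pcdha11*. Over all genes of Supplementary Table 3 that were tested, 51 of 159 in juveniles and 95 of 209 in adults passed, and each of the 159 and 209 had the paper's direction.

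For gene sets, the paper states negative enrichment of extracellular matrix sets in juveniles, and collagen genes had a normalized enrichment score of 1.35 (adjusted p = 0.151) here. The paper states positive enrichment of ribosome sets in juveniles, and cytosolic ribosomal proteins had 1.46 (adjusted p = 0.135), passing after quantile normalization (1.85) and in 3 of 10 fits that left out one mouse. The paper states negative enrichment in juveniles of FMRP targets (−1.25, adjusted p = 0.211, passing in 1 of 10 such fits), De Novo Missense (−1.72, adjusted p = 0.0549, passing with genes of a mean of at least 100 at −1.66 and in 3 of 10 such fits), AutismKB (−1.42, adjusted p = 0.14, passing under no setting) and Co-Exp Up M16 (−1.50, adjusted p = 0.1, passing under no setting). In adults, it states enrichment of Co-Exp Up M16 (−1.51, adjusted p = 0.1, passing in 3 of 10 such fits), Co-Exp Down M12 (1.50, adjusted p = 0.1, passing in 1 of 10 such fits) and SFARI genes (1.01 for all, adjusted p = 0.524, passing under no setting). The collagen and ribosomal sets were defined by gene symbols and are not the paper's own sets, and of the ASD-related lists the parts that could be read were used.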

Other observations

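The tests of the region around *Adnp*, of close neighbours, of the summed gamma protocadherin genes and of the share of opposite directions among all genes were chosen after the results were seen, and the others were set before.

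The counts of genes with an adjusted p-value under 0.05 were compared with those of other splits of the same mice. The real split parts all 5 same-numbered pairs, and of the 16 splits that do so, only the real split gave as many genes as it did, 1 of 16 in juveniles and 1 of 16 in adults. The next highest counts among them were 2 and 1. With 16 splits, the share cannot be under 0.0625, so this comparison could not have told the counts apart from chance whatever they were. Of 84 other splits drawn among 110, which part fewer same-numbered pairs, none gave as many, and the highest gave 6 genes in juveniles and 50 in adults. Over all 100 splits run, the real split alone gave as many genes, 1 of 100 at each age. For gene sets, adjusted within the age, 11 of the 16 splits in juveniles and 5 of the 16 splits in adults gave as many sets as the real split (5 and 9 sets), and 59 and 25 of all 100 splits did, so the number of enriched sets cannot be told apart from chance at either age.

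The mice were also split at both ages at once, by exchanging genotypes between same-numbered mice only. Of 100 such splits, 1, the real one, gave as many as 24 shared genes, and no other split gave any shared gene. The correlation across genes of the log2 fold changes at the 2 ages (Spearman's rho = 0.222) was reached by 1 of 100 splits, again the real one, although another split gave 0.2218. Genes with an unadjusted p under 0.05 for the difference between ages, 1114 in the real split, were as many in 36 of 100 splits. Since other splits gave a median of 0 genes at each age, they could hardly share any. Comparing shared counts between splits thus adds little to comparing the counts at each age. With the counts at each age taken as given, 0.417 shared genes would arise by chance against the 24 found, if genes were independent. The correlation was nearly matched by another split, and the number of genes that change differently did not stand apart.

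Genes near *Adnp* could be carried along with the targeted allele from another strain. Leaving out *Adnp*, *Gm20716* and *Dpm1*, whose overlapping exons can share reads, of 405 tested genes within 20 Mb of *Adnp*, 4 had an adjusted p-value under 0.05 at either age, 0.988% against 0.850% elsewhere (one-sided Fisher's exact test, p = 0.455). These were *Fam210b*, *Nfatc2*, *Vstm2l* and *Sycp2*, named after their values were seen. With the 3 overlapping genes kept in, *Gm20716* and *Dpm1* passed in adults and the count was 6 of 408, 1.47% (one-sided Fisher's exact test, p = 0.143). Neither test showed an excess, though with so few genes a small one would not be seen.

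Outside chromosome 2, 93 pairs of genes with an adjusted p-value under 0.05 lay within 1 Mb of each other, against a median of 18 in 10000 random draws. The share of draws with as many was 1e-04, the smallest that these draws can give. Without the protocadherins there were 22 pairs against a median of 15, a share of 0.101, so the excess may lie in the protocadherin clusters. Strain variants were not tested.

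Reads shared between gamma protocadherin genes through their common 3′ exons could produce changes of single genes in both directions without a change of their sum. The sum was higher by 0.076 on the log2 scale in the adult libraries labelled Adnp-HT (exact p = 0.0238) and differed by 0.002 in juveniles (exact p = 0.952). The rise of the adult sum is small and was not tested after correction for GC content and transcript length, which turned the adult score of the whole set, so shared reads remain a possible explanation at both ages.

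*Rec8*, *Sycp2* and *Rnf17*, genes of the germ line, were higher in the libraries labelled Adnp-HT, with juvenile log2 fold changes of 1.78, 1.74 and 1.93 and adult log2 fold changes of 1.04, 1.89 and 1.46 (adjusted p = 0.0953 for *Rnf17* in adults, not passing). Other germ-line genes were not enriched at both ages, the higher p of a positive enrichment being 0.604 for 23 genes in adults, so a general rise of germ-line genes was not found.

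The share of FMRP targets with opposite directions at the 2 ages did not differ from that of other genes (two-sided Fisher's exact test, p = 0.666). The pooled share of 46.9% may thus say little about this set. The test cannot see which opposite direction is more common. Of FMRP targets, 38.8% were lower in juveniles and higher in adults, against 21.2% of all genes. The reverse held for 8.16% against 22.3%, and this split was not tested.

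Among genes past the threshold here, 16 in juveniles and 17 in adults are not in Supplementary Table 3, of which 7 and 9 are annotated as protein-coding genes.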
